# Characterization of age-associated gene expression changes in mouse sweat glands

**DOI:** 10.18632/aging.205776

**Published:** 2024-04-17

**Authors:** Alexandra G. Zonnefeld, Chang-Yi Cui, Dimitrios Tsitsipatis, Yulan Piao, Jinshui Fan, Krystyna Mazan-Mamczarz, Yutong Xue, Fred E. Indig, Supriyo De, Myriam Gorospe

**Keywords:** FOXA1, BEST2, FOXC1, ectodysplasin/Eda, Tabby

## Abstract

Evaporation of sweat on the skin surface is the major mechanism for dissipating heat in humans. The secretory capacity of sweat glands (SWGs) declines during aging, leading to heat intolerance in the elderly, but the mechanisms responsible for this decline are poorly understood. We investigated the molecular changes accompanying SWG aging in mice, where sweat tests confirmed a significant reduction of active SWGs in old mice relative to young mice. We first identified SWG-enriched mRNAs by comparing the skin transcriptome of *Eda* mutant Tabby male mice, which lack SWGs, with that of wild-type control mice by RNA-sequencing analysis. This comparison revealed 171 mRNAs enriched in SWGs, including 47 mRNAs encoding ‘core secretory’ proteins such as transcription factors, ion channels, ion transporters, and trans-synaptic signaling proteins. Among these, 28 SWG-enriched mRNAs showed significantly altered abundance in the aged male footpad skin, and 11 of them, including *Foxa1, Best2, Chrm3*, and *Foxc1* mRNAs, were found in the ‘core secretory’ category. Consistent with the changes in mRNA expression levels, immunohistology revealed that higher numbers of secretory cells from old SWGs express the transcription factor FOXC1, the protein product of *Foxc1* mRNA. In sum, our study identified mRNAs enriched in SWGs, including those that encode core secretory proteins, and altered abundance of these mRNAs and proteins with aging in mouse SWGs.

## INTRODUCTION

In humans, sweat glands (SWGs) play a pivotal role in maintaining body temperature within a narrow window. Each SWG is a tiny single tubular structure, comprised of a secretory coil in the deep dermis and a reabsorption duct connecting the secretory coil to the skin surface [1]. Millions of SWGs are distributed across the human skin and can secrete liters of sweat per day [2]. The primary sweat produced in the secretory coil is isotonic with blood plasma, but the final sweat secreted to the skin surface is hypotonic due to partial reabsorption of ions in the duct region [3]. The final sweat is primarily water, and its evaporation from the skin surface effectively cools the body. Sweat secretion is carefully orchestrated by the coordinated action of transcription factors, ion channels, ion cotransporters, and neurotransmitters; the FOXA1 transcription factor was recently shown to be a critical regulator of the secretory process [4–6].

With advancing age, the secretory capacity of SWGs declines, leading to heat intolerance in the elderly [7, 8]. In this regard, the progressive increase of the elderly populations, together with global warming trends, have led to an escalation in incidence of heat-related illnesses [9]. Between 2018 and 2020, a total of 3066 heat-related deaths were reported in the USA alone (https://www.cdc.gov/mmwr/), and older people are much more vulnerable, as indicated by a recent analysis across a broad population in Europe [10]. Therefore, understanding the mechanisms of age-related deterioration in SWGs is crucial in order to reduce health issues caused by a hot environment.

The morphology of SWGs changes during aging, twisting, rotating, and moving up toward the skin surface due to shrinking dermal thickness [11], consistent with the functional decline of sweat secretion with age [7, 8]. However, the molecular mechanisms underlying the decline in secretory function of aging SWGs remain poorly understood. To address the molecular basis of this decline, we first collected skin from the footpads of ‘Tabby’ male mice, in which SWGs do not develop due to a spontaneous point mutation in the sex-linked gene *Eda* (*Eda*^-/Y^) [12], and from wild-type (WT) mice, where SWGs develop normally. Using RNA-sequencing (RNA-seq) analysis, we compared the transcriptomes of Tabby and WT mice to identify SWG-enriched mRNAs, and more precisely, a core of mRNAs encoding proteins responsible for the secretory function of SWGs [13]. We then examined the changes in the abundance of these mRNAs in young relative to old male mice and identified aging-related expression changes in 28 SWG-enriched mRNAs, including 11 core secretory mRNAs. Further investigation in SWGs of the proteins encoded by these mRNAs using immunofluorescence revealed that FOXC1 levels significantly increased in SWGs from older mice.

## RESULTS

### Sweating capacity is reduced in old mice

To evaluate the change of sweating capacity during aging, we studied 6 young (3 months old (m.o.)) and 6 old (28 m.o.) C57BL/6JN male mice using the iodine-starch sweat test [4]. The results revealed a 30% reduction of sweating spots in old relative to young mice (Figure 1A, 1B), indicative of reduced numbers of actively secreting SWGs in the old. The reduction of active SWG numbers is consistent with earlier reports in old mice and humans [7, 8, 14]. Histological analysis showed loosely distributed SWG clusters in old relative to young mice, but without significant reductions in cluster numbers (Figure 1C, upper panels). Notably, the lumens of sweat ducts (Figure 1C, arrows) and secretory coils (Figure 1C, dotted red circles as examples) were enlarged in old SWGs.

**Figure 1:**
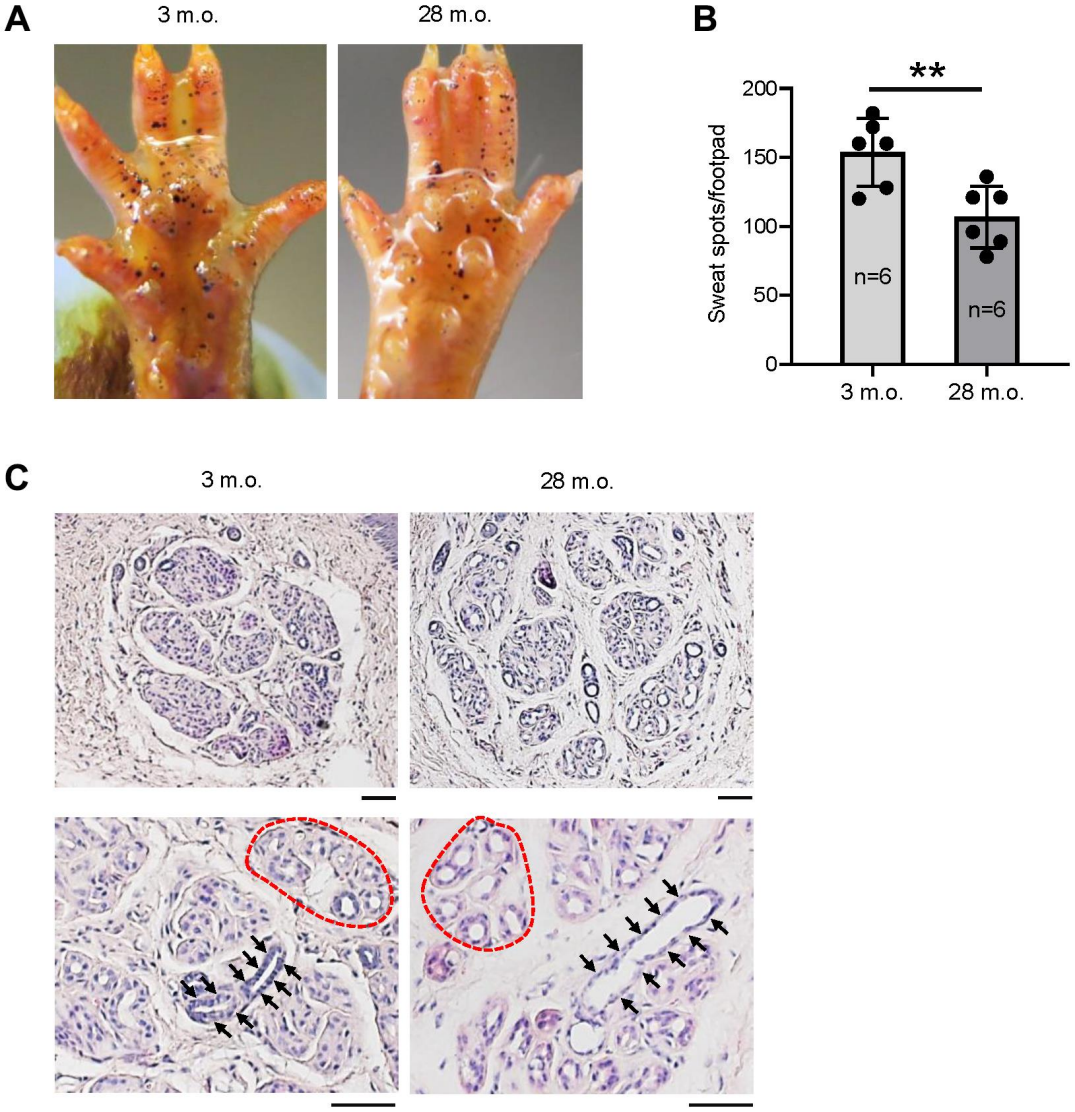
**The numbers of active SWGs decline in old relative to young mice.** (**A**) Iodine-starch sweat test to evaluate the number of sweating spots (black dots) in young (3 m.o.) and old (28 m.o.) male mice. (**B**) Quantitation of the number of sweating spots in sweat tests from panel (**A**). Quantification from 6 biological replicates each for young and old mice. (**C**) Distribution of SWGs in young and old mice (upper panels); old SWGs display enlarged ductal lumens (arrows) and secretory lumens (dotted circles, lower panels). Scale bars, 50 μm. Data in (**B**) represent the means and S.D. from six biological replicates; significance (^**^p < 0.01; ^***^p < 0.001) was established using Student’s *t*-test. Other data are representative of three or more biological replicates.

### Identification of mRNAs enriched in SWGs

The sweating phenotype in old mice prompted us to analyze the transcriptomic alterations accompanying SWG aging. To do so, we first identified mRNAs enriched in SWGs by studying male ‘Tabby’ mice, in which all parts of the SWG are absent, including the secretory coil as well as dermal and epidermal ducts, but the skin epidermis and dermis remain intact [13]. Thus, we performed RNA-seq analysis of skin obtained from the footpads (where the mouse SWGs are located) of SWG-deficient Tabby mice and SWG-bearing WT mice in order to identify mRNAs preferentially expressed in SWGs (GSE249784).

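Skin of the fore footpads was taken from 3 WT and 3 Tabby male mice at 3 months of age, and each mouse gave 1 library. Tabby mice carry a mutation in *Eda*, which encodes the signaling protein ectodysplasin, and lack SWGs. The paper calls the WT mice littermates of the Tabby mice, while the labels of the libraries give the control mice as C57BL/6J. RNA was isolated with poly-T beads, made into stranded libraries and sequenced from both ends. The authors aligned the reads to the mouse genome mm10 with STAR and counted them per gene with subread. The annotation release, the strand setting and the treatment of reads that map to several places are not given in the sources used here. The deposited values are these counts per Ensembl gene, without normalization. The counts on genes summed to 50691878, 54713825 and 55940462 in WT libraries 1, 2 and 3, with a median of 54713825. They summed to 45723954, 47850749 and 54123907 in Tabby libraries 1, 2 and 3, with a median of 47850749. The paper gives the depth as about 50 M reads per library, whereas all values here use the counts on genes, with a median of 52407892 over the 6 libraries. Libraries of the same genotype differed by more than the sampling noise, with a chi-square per degree of freedom from 16.2 to 18.6 between WT libraries and from 42.8 to 46.0 between Tabby libraries, so each library was kept as a separate replicate. The 20492 genes that passed the low-count filter of edgeR were normalized by TMM and compared between genotypes with the edgeR quasi-likelihood test, and *p*-values were adjusted over these genes by the Benjamini-Hochberg method. Fold changes are Tabby relative to WT. The standard error (SE) of a log2 fold change is approximated by its size divided by the square root of the F statistic. For mRNAs with few counts in Tabby, this value can be smaller than the counting error and then understates the uncertainty. Normalized counts are counts scaled by TMM to the mean effective library size, and the base mean of a gene is their mean over the 6 libraries. Gene types and coordinates were taken from GENCODE M21 on mm10, which holds 51633 of the 51826 gene identifiers. An mRNA was called changed when its absolute fold change was above 2, its adjusted *p*-value was under 0.01, its base mean was above 30 and its gene was protein-coding. For a gene at 0 counts in all 3 Tabby libraries, the fold is a lower bound against 3 counts over these libraries, which is 1.07 normalized counts per library. For a gene with 1 to 3 counts in Tabby, the ratio of means is given with an exact Poisson 95% interval. Such bounds and intervals cover counting error only, since reads amplified by PCR are not independent molecules.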

Unlike the hind footpads, the fore footpads in mice lack hair follicles in the center [15]; thus, to avoid contamination of the hair follicle transcriptomes, we collected fore footpads from 3 m.o. Tabby male mice and age- and sex-matched WT mice (3 biological replicates each) for RNA-seq analysis (Figure 2A). At the established criteria of absolute fold change >2.0 and *p*-value < 0.01, 365 mRNAs were less abundant and 72 mRNAs more abundant in Tabby relative to WT footpads (Figure 2B and Supplementary Table 1). 

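Of the 14114 protein-coding mRNAs tested with a base mean above 30, 336 were less abundant and 40 were more abundant in Tabby relative to WT footpads (edgeR, Benjamini-Hochberg adjustment). Of these, 333 of the lower mRNAs and all 40 higher mRNAs are also in Supplementary Table 1. For each of the 376 changed mRNAs, the 3 Tabby libraries lay apart from the 3 WT libraries with no overlap, as they did for 27.0% of the 14114 mRNAs, where chance gives 10% for 3 libraries against 3. For the 376 mRNAs this largely follows from their selection by fold change and adjusted *p*-value, so it is no added evidence. The alternative that left the fewest mRNAs in both directions was a covariate for the level of skeletal muscle mRNAs, which itself separates the genotypes and left 58 lower and 0 higher mRNAs in edgeR (518 lower and 75 higher at an unadjusted *p*-value under 0.05), whereas DESeq2 without that covariate gave 361 lower and 72 higher mRNAs. The number of higher mRNAs also rested on single libraries, with 18 without WT library 3, 15 without Tabby library 3 and 146, the most of all settings, without Tabby library 2. The 5 mRNAs with the largest fitted decrease were *Atp6v1b1*, *Foxi1*, *Tmem213*, *Oit1* and *Cxcl17* mRNAs, although the order of genes at 0 counts depends on the prior count. *Tmem213* mRNA (ENSMUSG00000029829, chromosome 6 from 38109255 to 38115809) had 547 ± 64.3 normalized counts in WT (SD, n = 3) and 0 counts in Tabby, at least 512-fold lower. The gene overlaps *Atp6v0a4* on the opposite strand, which had 7051 normalized counts in WT and 3258 in Tabby. *Oit1* mRNA (ENSMUSG00000021749, chromosome 14 from 8348937 to 8378754) fell from 212 ± 42.1 normalized counts (SD, n = 3) to 0 counts, at least 198-fold lower. *Cxcl17* mRNA (ENSMUSG00000060188, chromosome 7 from 25400053 to 25412886) fell from 141 ± 23.7 normalized counts (SD, n = 3) to 0 counts, at least 132-fold lower, and its gene overlaps the antisense gene *4732471J01Rik*, with 798 normalized counts in WT and 857 in Tabby. The 5 mRNAs with the largest increase were *Clec3a*, *Cilp2*, *Gm590*, *Ccl22* and *Myh3* mRNAs. *Clec3a* mRNA (ENSMUSG00000008874, chromosome 8 from 114418086 to 114425846) rose from 6.33 ± 2.38 to 66.1 ± 35.2 normalized counts (SD, n = 3 per genotype), a log2 fold change of 3.37 (SE 0.50, edgeR adjusted *p* = 0.00155), with 2.86 without Tabby library 3 and 3.65 without Tabby library 2 as the extremes of leaving out each library (1.31 to 3.65 over all settings tried, adjusted *p* up to 0.769). *Cilp2* mRNA (ENSMUSG00000044006, chromosome 8 from 69880369 to 69887687) rose from 40.9 ± 4.66 to 320.02 ± 157 normalized counts (SD, n = 3 per genotype), a log2 fold change of 2.97 (SE 0.341, edgeR adjusted *p* = 0.000431). *Myh3* mRNA (ENSMUSG00000020908, chromosome 11 from 67078300 to 67102291) rose from 93.1 ± 13.6 to 318 ± 105 normalized counts (SD, n = 3 per genotype), a log2 fold change of 1.77 (SE 0.249, edgeR adjusted *p* = 0.00119). *Gm590* and *Ccl22* mRNAs had log2 fold changes of 1.87 and 1.79 (edgeR adjusted *p* = 0.00370 and 0.00443), and both rose above 0.01 when WT library 1, WT library 2, WT library 3 or Tabby library 3 was left out, with adjusted *p*-values of up to 0.0204 and 0.0265 (up to 0.891 and 0.646 over all settings tried).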

We focused on the 365 mRNAs showing reduced expression in the SWG-deficient Tabby footpads; we reasoned they would be enriched in mRNAs expressed in SWGs.

**Figure 2:**
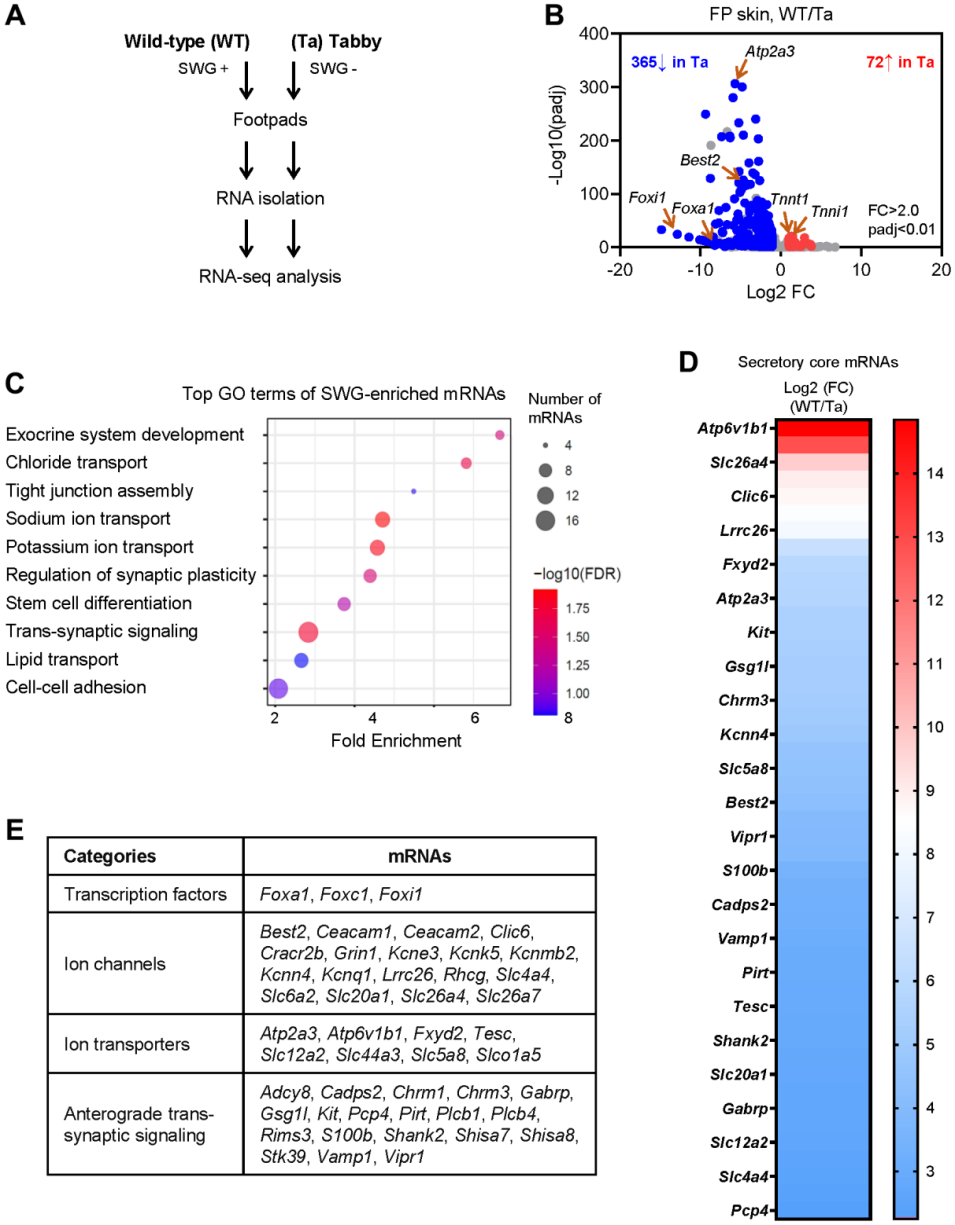
**Identification of SWG-enriched mRNAs and core secretory mRNAs in mice by RNA-seq analysis.** (**A**) Schematic of the RNA-seq analysis (GSE249784). (**B**) Volcano plot analysis of the differentially abundant mRNAs in WT and Tabby male footpad skin. (**C**) GO annotation of the top functional terms of SWG-enriched mRNAs. (**D**) Core secretory mRNAs and expression fold difference in footpad skin (Tabby relative to WT). (**E**) Functional categories of core secretory mRNAs.

We narrowed down the list of underrepresented mRNAs by establishing a higher fold difference between Tabby and WT. 

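*Eda* (ENSMUSG00000059327) lies on chromosome X of mm10 from 99975606 to 100400762 and is the gene mutated in Tabby mice, so its counts also check the genotype labels of the libraries. *Eda* mRNA had 138, 145 and 151 normalized counts in WT libraries 1, 2 and 3 (145 ± 6.20, SD, n = 3). It had 29.8, 18.8 and 45.5 normalized counts in Tabby libraries 1, 2 and 3 (31.4 ± 13.4, SD, n = 3), below every WT library. The two-sided exact permutation test gave *p* = 0.1, the smallest *p*-value that 3 libraries against 3 allow. The log2 fold change was -2.19 (SE 0.291, edgeR adjusted *p* = 0.00074), which is 4.55-fold lower in Tabby. Leaving out each library in turn gave log2 fold changes from -2.57 without Tabby library 3 to -1.93 without Tabby library 2. With the covariate for skeletal muscle mRNAs, the log2 fold change was -3.50 (edgeR adjusted *p* = 0.0842, the highest of all settings tried, with 4.64e-10 the lowest).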

The *Eda* mRNA in Tabby male footpads was ~4.5-fold lower than in WT footpads (Supplementary Table 1), and was virtually undetectable by *in situ* hybridization experiments [12]. 

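With the fold of WT over Tabby raised from 2 to 4.5 and the other criteria unchanged, 164 mRNAs were underrepresented in Tabby footpads, of which 162 are in the SWG-enriched list of Supplementary Table 1. In Tabby, 7 of the 164 mRNAs had 0 counts in every library, namely *Chst9*, *Cxcl17*, *Foxa1*, *Foxi1*, *Oit1*, *Tmem213* and *Vtcn1* mRNAs. With these 7 included, the mean normalized count in Tabby was under 1% of that in WT for 25 mRNAs, from 1% to under 5% for 35 mRNAs, from 5% to under 10% for 25 mRNAs and 10% or more for 79 mRNAs. The median was 9.41%. Together the 164 genes took 0.50% ± 0.0523 of all counts in WT libraries (SD, n = 3) and 0.0361% ± 0.00204 in Tabby libraries (SD, n = 3). Because these genes were selected for being lower in Tabby, their share falls by construction, and no test was made on it. The number of mRNAs moved most with the covariate for skeletal muscle mRNAs, to 50, and it was 79 when edgeR tested each fold against 4.5 rather than against no change.

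**Figure D1:**
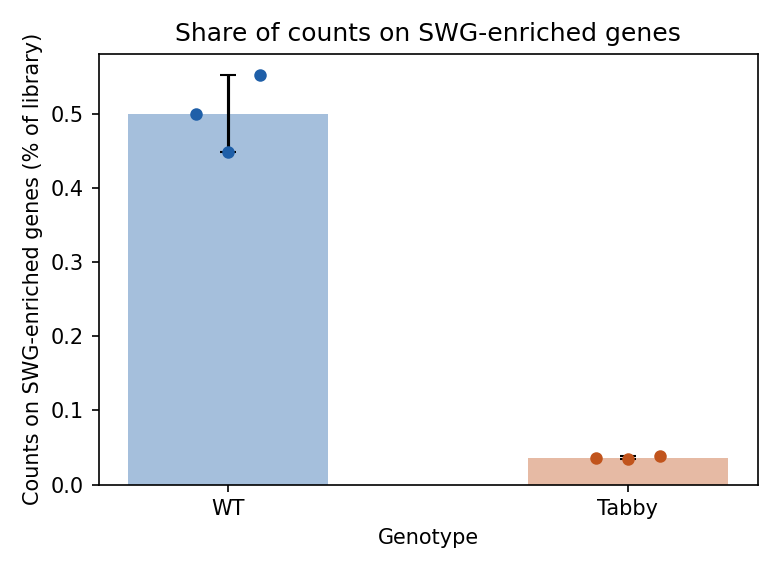
Percent of all counts on genes that fall on the 164 SWG-enriched genes, for WT and Tabby footpad libraries. Bars start at 0 and show the mean, error bars show the SD over 3 libraries, and each point is 1 library; WT libraries lie from 0.448% to 0.553% and Tabby libraries from 0.0340% to 0.0381%.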

Applying this criterion (Tabby/WT <4.5) yielded 171 underrepresented mRNAs in Tabby footpads (Supplementary Table 1); we designated these 171 mRNAs as ‘SWG-enriched’. As expected, GO annotation (using ShinyGO) showed that many of the SWG-enriched mRNAs were associated with exocrine system development, ion transport, and synaptic regulation, along with additional terms including tight junction assembly, stem cell differentiation, lipid transport, and cell-cell adhesion (Figure 2C).

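The GO terms and the ShinyGO background behind Figure 2C were not used here, so gene families defined by the start of the gene symbol were counted in their place. Each of 10 families was compared between the 164 SWG-enriched genes and the 14114 protein-coding genes that could have met the criteria, with a two-sided Fisher's exact test and Benjamini-Hochberg adjustment over the families. Among ion transport genes, those with a symbol that starts with Slc (solute carriers) made up 10 of the 164 genes and 262 of the 14114, an enrichment of 3.29-fold (adjusted *p* = 0.00246). Symbols that start with Kcn, mostly potassium channel genes, made up 5 of the 164 genes, *Kcne3*, *Kcnk5*, *Kcnmb2*, *Kcnn4* and *Kcnq1*, and 48 of the background, 8.97-fold (adjusted *p* = 0.000791). For symbols that start with Atp, which take in ATPase genes, 2 of the 164 against 73 of the background was not past an adjusted *p*-value of 0.05 (2.36-fold, adjusted *p* = 0.260). Symbols that start with Chr, which take in the cholinergic receptor genes and 3 other genes, numbered 2, *Chrm1* and *Chrm3*, against 11 in the background, 15.7-fold (adjusted *p* = 0.0115). Symbols that start with Cldn, which take in the claudin genes of tight junctions, numbered 3, *Cldn3*, *Cldn7* and *Cldn8*, also against 11 in the background, 23.5-fold (adjusted *p* = 0.000791). Symbols that start with Krt, keratin genes and 5 others, were enriched 12.3-fold with 5 of 35 (adjusted *p* = 0.000488), and those that start with Cyp (cytochrome P450) 8.61-fold with 3 of 30 (adjusted *p* = 0.00994). With narrower families, added after the data had been seen, cholinergic receptor genes numbered 2 of 8 (21.5-fold, adjusted *p* = 0.00718) and keratin genes 5 of 30 (14.3-fold, adjusted *p* = 0.000225). Symbols that start with Rab or Col were not enriched (adjusted *p* = 0.585 and 0.432), and none of the 332 that start with Zfp was in the list (adjusted *p* = 0.0504). Members of a family can be coexpressed or share reads, so genes are not independent draws in these tests. The 10 families were also fixed after Supplementary Table 1 had been read, and 162 of the 164 genes are in its SWG-enriched list. The *p*-values therefore describe this list and are no independent test of the families.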

### Identification of core secretory mRNAs

From the 171 mRNAs, we further selected mRNAs encoding proteins associated with secretion based on GO annotations (Figure 2C). In particular, 47 mRNAs were identified encoding proteins implicated in secretory functions, from transcription factors to ion channels, ion transporters, and trans-synaptic signaling proteins (Figure 2D, 2E and Supplementary Table 1); we named them ‘core secretory’ mRNAs. 

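All 47 core secretory mRNAs passed the criteria for SWG-enriched mRNAs, and all 47 also did when adjusted over the list alone, which is not independent evidence because the paper chose the list from the same libraries. Their adjusted *p*-values from the edgeR quasi-likelihood test were at most 0.00265, and their smallest fold of WT over Tabby was 4.75. The median fold was 16.2, and it was the same with the 2 mRNAs at 0 counts in Tabby, *Foxa1* and *Foxi1*, set to their lower bounds. In Tabby, the median mRNA of the list retained 6.13% of its normalized count in WT. The 3 WT libraries lay above the 3 Tabby libraries for each of the 47 mRNAs. Of the settings tried, the covariate for skeletal muscle mRNAs moved the number of core secretory mRNAs past the criteria most, to 23. With each library left out in turn it ranged from 43 to 47. The paper reasons that all the mRNAs reduced in footpads that lack SWGs would be enriched in mRNAs expressed in SWGs, then takes the decrease of *Eda* mRNA as a stricter limit, and names those linked by GO annotation to secretion the core secretory mRNAs.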

Many such mRNAs expressed in SWGs were present in this core list – *Foxa1*, *Best2*, *Foxc1*, *Foxi1*, *Kcnn4*, *Kcnk5*, *Kcnq1*, *Kcne3*, *Clic6*, *Slc26a4* (*Pendrin*), *Slc12a2* (*Nkcc1*), and *Chrm3* mRNAs were reported to be expressed specifically in SWGs in rodent skin [4, 15–18]. 

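Each of these 12 mRNAs was higher in every WT library than in every Tabby library. *Foxa1* mRNA (ENSMUSG00000035451, chromosome 12 from 57540628 to 57546916) had 99.4 ± 13.5 normalized counts in WT (SD, n = 3) and 0 counts in Tabby, at least 93.0-fold lower. *Foxi1* mRNA (ENSMUSG00000047861, chromosome 11 from 34204338 to 34208089) had 1482 ± 299 normalized counts in WT (SD, n = 3) and 0 counts in Tabby, at least 1387-fold lower. *Slc26a4* mRNA (ENSMUSG00000020651, chromosome 12 from 31519827 to 31559969) had 338 ± 51.0 normalized counts in WT (SD, n = 3) and 1 count in the 3 Tabby libraries together, a ratio of 1047 (95% interval from 170.2 to 37448). The fourth scarcest in Tabby, *Clic6* mRNA (ENSMUSG00000022949, chromosome 16 from 92485736 to 92541243), had 2920 ± 399.5 normalized counts in WT and 6.44 ± 5.43 in Tabby (SD, n = 3 per genotype), a log2 fold change of -8.73 (SE 0.266, edgeR adjusted *p* = 2.73e-08) that ranged from -9.70 without Tabby library 3 to -8.36 without Tabby library 1 with each library left out in turn (-9.70 to -8.19 over all settings tried, adjusted *p* up to 0.00215). Among the potassium channel mRNAs, the log2 fold change was -4.89 for *Kcnn4* (SE 0.261, edgeR adjusted *p* = 3.70e-06), -3.18 for *Kcnk5* (SE 0.112, adjusted *p* = 1.97e-08), -5.77 for *Kcnq1* (SE 0.234, adjusted *p* = 5.39e-08) and -5.31 for *Kcne3* (SE 0.309, adjusted *p* = 1.83e-06). *Kcnq1* (chromosome 7 from 143106362 to 143427042) overlaps the antisense gene *Kcnq1ot1*, which had 271 normalized counts in WT and 169 in Tabby. *Best2* mRNA, which encodes an anion channel (ENSMUSG00000052819, chromosome 8 from 85007202 to 85014531), fell from 1287 ± 198 to 66.7 ± 10.9 normalized counts (SD, n = 3 per genotype), a log2 fold change of -4.27 (SE 0.170, edgeR adjusted *p* = 4.57e-08). *Foxc1* mRNA (ENSMUSG00000050295, chromosome 13 from 31806633 to 31812476) fell from 528 ± 57.4 to 53.1 ± 13.6 normalized counts (SD, n = 3 per genotype), and Tabby footpads retained 10.1% of the WT level. *Slc12a2* mRNA (ENSMUSG00000024597, chromosome 18 from 57878678 to 57946821) was the most abundant of the 12 in both genotypes, with 11016 ± 989 normalized counts in WT and 1785 ± 186 in Tabby (SD, n = 3 per genotype), and retained 16.2% of the WT level, the most of the 12. *Chrm3* mRNA (ENSMUSG00000046159, chromosome 13 from 9875486 to 10360847) varied most between WT libraries relative to its mean, with 529.7 ± 235 normalized counts against 14.8 ± 9.14 in Tabby (SD, n = 3 per genotype, log2 fold change -5.11, SE 0.462, edgeR adjusted *p* = 0.000243), and its adjusted *p*-value was 0.0105 with no low-count filter (5.07e-16 to 0.188 over all settings tried, with log2 fold changes from -6.22 to -4.71).

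**Figure D2:**
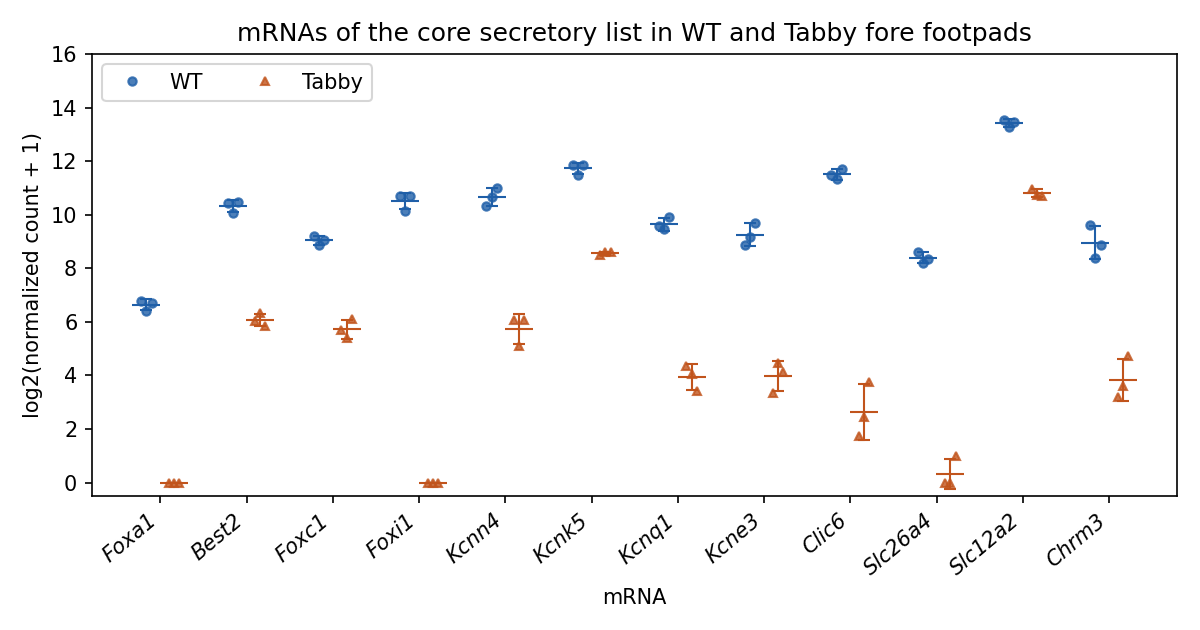
Normalized counts of the 12 mRNAs in WT (circles) and Tabby (triangles) fore footpads, on a log2 scale after adding 1 to each count. Each point is 1 library, horizontal lines show the mean and error bars the SD of the log2 values over 3 libraries; all WT points of an mRNA lie above its Tabby points, and *Foxa1* and *Foxi1* lie at 0 in Tabby.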

Interestingly, mice with mutations in genes *Foxa1*, *Best2*, and *Foxc1*, and mice with double mutations in genes *Kcnn4* and *Kcnk5*, were reported to have reduced sweat secretion [4, 16, 19]. However, most core secretory mRNAs, including *Atp6v1b1*, *Serca3*, *Kit*, *Fxyd2*, *Vipr1*, *Cadps2*, *Gsg1l*, and *Vamp1* mRNAs, have not been reported in SWGs (Figure 2D, 2E and Supplementary Table 1).

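*Atp6v1b1* mRNA (ENSMUSG00000006269, chromosome 6 from 83742990 to 83758855) had 11330 ± 925 normalized counts in WT (SD, n = 3) and 1 count in the 3 Tabby libraries together, a ratio of 35117 (95% interval from 5710 to 1256600). *Atp2a3* mRNA, which encodes SERCA3 (ENSMUSG00000020788, chromosome 11 from 72961169 to 72993044), was the most abundant of the 8 mRNAs in WT, with 30420 ± 4143 normalized counts against 581 ± 107 in Tabby (SD, n = 3 per genotype), a log2 fold change of -5.71 (SE 0.168, edgeR adjusted *p* = 2.05e-08). *Fxyd2* mRNA (ENSMUSG00000059412, chromosome 9 from 45399669 to 45410278) fell from 17434 ± 1645 to 281 ± 40.9 normalized counts (SD, n = 3 per genotype), a log2 fold change of -5.95 (SE 0.132, edgeR adjusted *p* = 5.18e-10). *Kit* mRNA (ENSMUSG00000005672, chromosome 5 from 75574916 to 75656722) fell from 3438 ± 389 to 77.3 ± 37.3 normalized counts (SD, n = 3 per genotype), a log2 fold change of -5.47 (SE 0.314, edgeR adjusted *p* = 6.56e-05). *Vipr1* mRNA (ENSMUSG00000032528, chromosome 9 from 121642716 to 121672954) retained 6.41% of its WT level, with a log2 fold change of -3.96 (SE 0.137, edgeR adjusted *p* = 1.84e-08). *Vamp1* mRNA (ENSMUSG00000030337, chromosome 6 from 125215551 to 125245964) retained 11.4% of its WT level, with 9117 ± 465 normalized counts in WT and 1039.6 ± 72.0 in Tabby (SD, n = 3 per genotype, edgeR adjusted *p* = 2.67e-09). On the opposite strand its gene overlaps *Tapbpl*, with 542 normalized counts in WT and 550.0 in Tabby, and *Cd27*, with 35.8 in WT and 7.61 in Tabby. The 2 scarcest mRNAs in WT were *Cadps2* and *Gsg1l* mRNAs. *Gsg1l* mRNA (ENSMUSG00000046182, chromosome 7 from 125878420 to 126082411) had 93.5 ± 17.0 normalized counts in WT and 2.44 ± 2.25 in Tabby (SD, n = 3 per genotype), the latter from 7 counts in all, a log2 fold change of -5.16 (SE 0.507, edgeR adjusted *p* = 7.00e-05), with -5.79 without Tabby library 2 and -4.64 without Tabby library 1 as the extremes of leaving out each library (adjusted *p* up to 0.333 over all settings tried). *Cadps2* mRNA (ENSMUSG00000017978, chromosome 6 from 23262773 to 23839421) had 105 ± 33.0 normalized counts in WT and 10.9 ± 8.28 in Tabby (SD, n = 3 per genotype), a log2 fold change of -3.24 (SE 0.484, edgeR adjusted *p* = 0.00197). Its adjusted *p*-value rose to 0.0101 without WT library 1 and to 0.0147 without Tabby library 3 (8.11e-10 to 0.749 over all settings tried, with log2 fold changes from -3.84 to -1.83).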

We then confirmed the SWG-specific localization of core secretory proteins by immunofluorescence staining (Figure 3). The transcription factor FOXA1 and the anion channel BEST2 were expressed in scattered sweat secretory cells (Figure 3A), as previously reported [4]. Some proteins were also identified that were novel to SWGs (Figure 3A). For example, ATP6V1B1, a proton pump, was specifically expressed on the luminal membrane of secretory cells; ATP2A3 (SERCA3) was found in the cytoplasm of the secretory coil, but not the sweat duct; while VAMP1, a synaptic vesicle-associated protein, was localized in KRT14+ myoepithelial cells surrounding the secretory coil, suggesting that myoepithelial cells may be an important target of neuronal signaling in SWGs.

**Figure 3:**
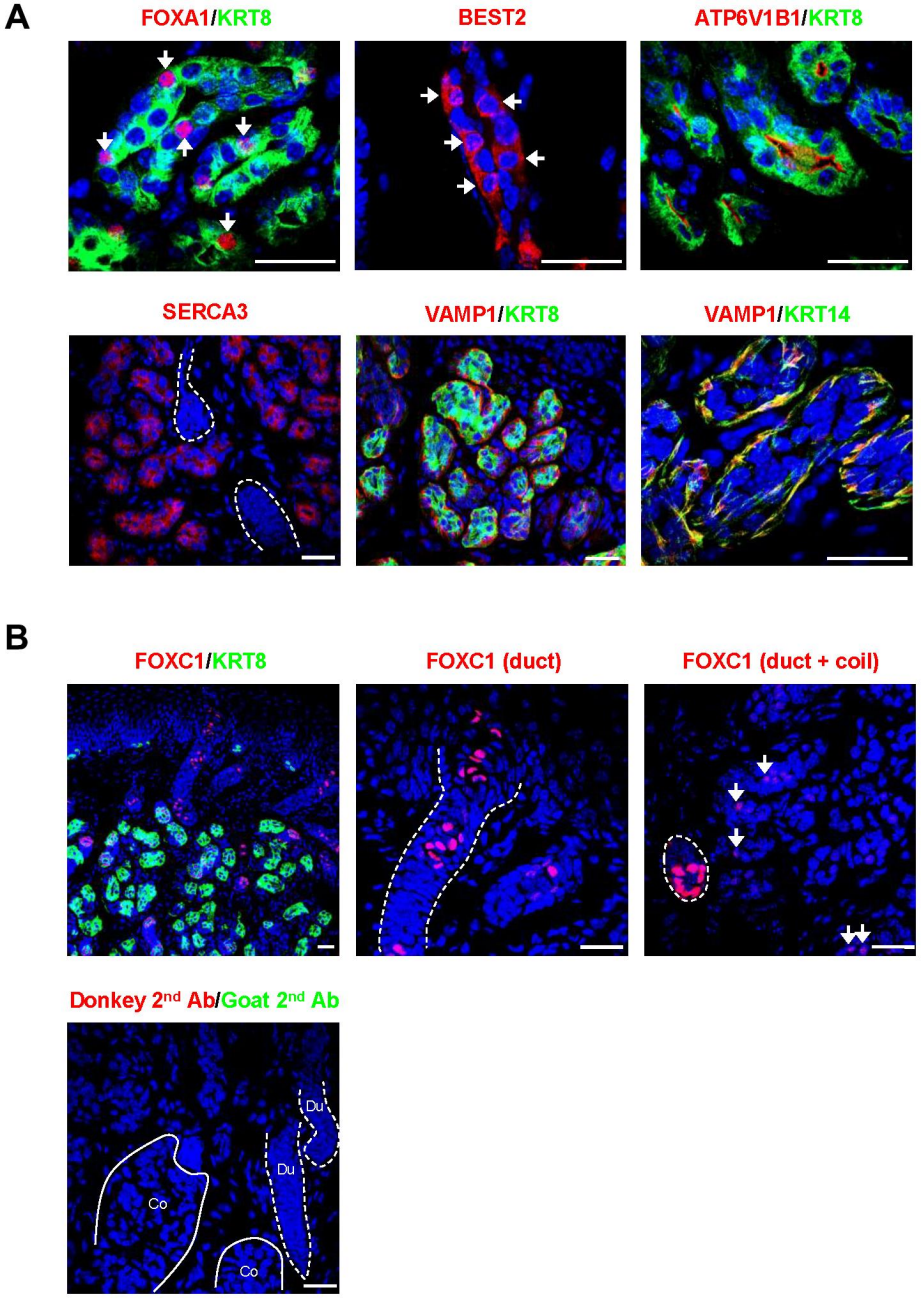
**Localization of core secretory proteins in SWGs.** (**A**) Localization of FOXA1 and BEST2 in scattered secretory cells (arrows), ATP6V1B1 in luminal cell membrane in the secretory coil, SERCA3 in the cytoplasm of secretory cells (but not sweat duct, demarcated by broken lines), and VAMP1 protein surrounding KRT8+ secretory cells and co-localizing with the myoepithelial cell marker KRT14. (**B**) *Top*, expression of FOXC1 in sweat duct cells (left); higher magnification shows localization of FOXC1 in epidermal and dermal duct luminal cells (middle). FOXC1 protein is expressed in secretory cells (arrows, right), but expression signals are stronger in duct cells (dotted circle). *Bottom*, negative control staining (secondary antibodies). Scale bars, 25 μm. Data are representative of two to four biological replicates.

FOXC1 was strongly expressed in nuclei of luminal cells in epidermal and dermal sweat ducts, which is consistent with its critical function in sweat duct differentiation (Figure 3B) [19]. Notably, FOXC1 protein was also observed in the nuclei of scattered secretory cells, although the expression levels were much lower in the secretory coil compared to the duct (Figure 3B). The above core secretory proteins analyzed by fluorescence immunohistology were specifically localized in the secretory coil and/or sweat duct, but not in skin epidermis or dermis (not shown).

### Identification of altered SWG-enriched mRNAs in old mice

We then determined if the SWG-enriched, core secretory mRNAs changed with age. We used RNA-seq analysis to identify differentially expressed mRNAs in the footpads of young (3 m.o.) and naturally aged (28 m.o.) male C57BL/6JN mice (4 biological replicates per group; Figure 4A). We found lower levels of 264 mRNAs and higher levels of 410 mRNAs in old relative to young footpads, using absolute fold change >1.5 and *p* < 0.01 (Figure 4B and Supplementary Table 2). The list included 28 SWG-enriched mRNAs, 13 less abundant and 15 more abundant in old footpads compared to young (Figure 4C, Supplementary Table 2), many of them core secretory mRNAs (see below). Among the non-secretory, SWG-enriched mRNAs reduced with age, *Oit1* mRNA encodes OIT1, a protein that promotes the integrity of the gastrointestinal tract [20], and *Plin2* mRNA encodes PLIN2, a protein implicated in lipid droplet formation [21]. Among the mRNAs increasing with age, *Stra6* mRNA encodes STRA6, a protein important for removing retinol from the retinol-retinol binding protein complex [22], and WFDC family proteins were proposed to be protease inhibitors [23]. The functions of these mRNAs in SWGs warrant further study.

**Figure 4:**
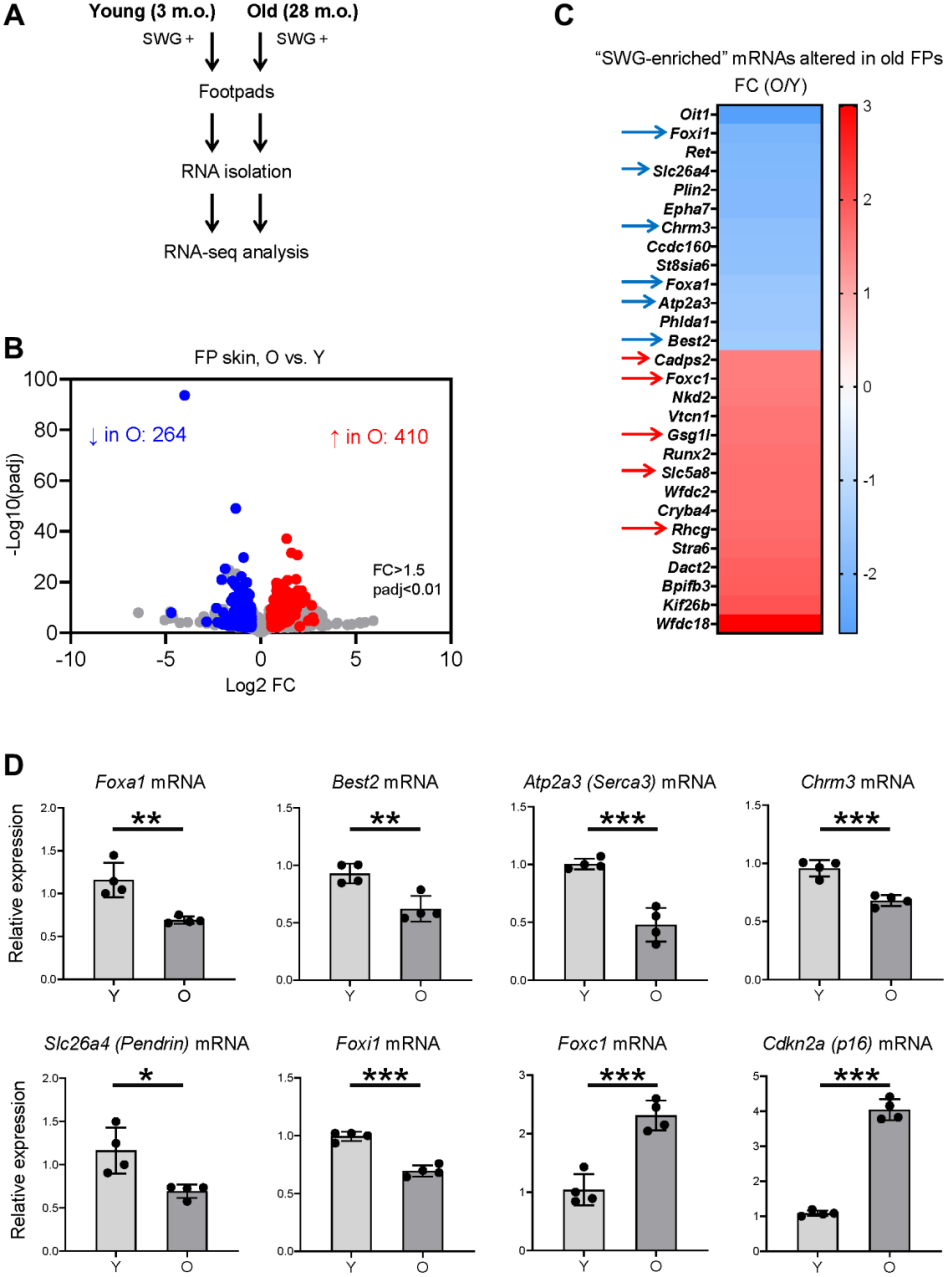
**Identification of SWG mRNAs displaying altered expression in old footpad skin.** (**A**) Schematic of the RNA-seq analysis. (**B**) Volcano plot of differentially expressed mRNAs in young (3 m.o.) versus old (28 m.o.) male footpad skin. (**C**) 28 SWG-enriched mRNAs showing differential abundance in old footpad skin; 11 core secretory mRNAs showing differential abundance in expression in old footpads (arrows). (**D**) RT-qPCR analysis of the expression levels of core secretory mRNAs and a senescent marker, *p16* mRNA, in young (3 m.o.) and old (28 m.o.) male footpad skin. Data in (**D**) represent the means and S.D. from four biological replicates; significance (^*^p < 0.05; ^**^p < 0.01; ^***^p < 0.001) was established using Student’s *t*-test.

### Identification of altered core secretory mRNAs in old mice

Notably, 11 of the 28 altered SWG-enriched mRNAs in old mice encoded core secretory proteins. *Foxa1*, *Best2*, *Chrm3*, *Atp2a3*, *Foxi1*, and *Slc26a4* mRNAs were less abundant, whereas *Foxc1*, *Gsg1l*, *Cadps2*, *Rhcg*, and *Slc5a8* mRNAs were more abundant in old compared to young footpads (Figure 4C, arrows, and Supplementary Table 2). These mRNAs encode transcription factors (FOXA1, FOXI1, FOXC1), ion channels (BEST2, SLC26A4, RHCG), ion transporters (ATP2A3/SERCA3, SLC5A8), and trans-synaptic signaling proteins (CHRM3, GSG1L, CADPS2), most of them with important roles in SWGs or other secretory organs (Figure 2E and Discussion).

The RNA-seq data were validated using reverse transcription (RT) followed by quantitative real-time PCR (RT-qPCR) analysis using specific primer pairs (Supplementary Table 3). As expected, there were moderate but significant reductions in the levels of *Foxa1*, *Best2*, *Atp2a3, Chrm3*, *Slc26a4*, and *Foxi1* mRNAs in old footpads (Figure 4D), while the levels of *Foxc1* mRNA were significantly elevated in old footpads (Figure 4D). As a marker of tissue aging, the senescent marker *p16* mRNA was elevated in old footpads by both RT-qPCR and RNA-seq analyses (Figure 4D and Supplementary Table 2).

We then assessed whether the alterations in mRNA expression in old footpad skin resulted in detectable changes at the protein level using immunofluorescence staining and quantification of signal intensities. Most proteins, including FOXA1, BEST2, and SERCA3, did not show detectable changes in signal intensity or expression patterns between young and old SWGs (data not shown). However, a significant increase was observed in the number of FOXC1+ secretory cells in old SWGs (Figure 5A, 5B). The intensity of FOXC1 signals in secretory cells was also elevated overall in the old, although this parameter did not reach statistical significance (Figure 5C). Notably, FOXC1+ cell numbers and FOXC1 signal intensities were indistinguishable between young and old sweat ducts (Figure 5D–5F).

**Figure 5:**
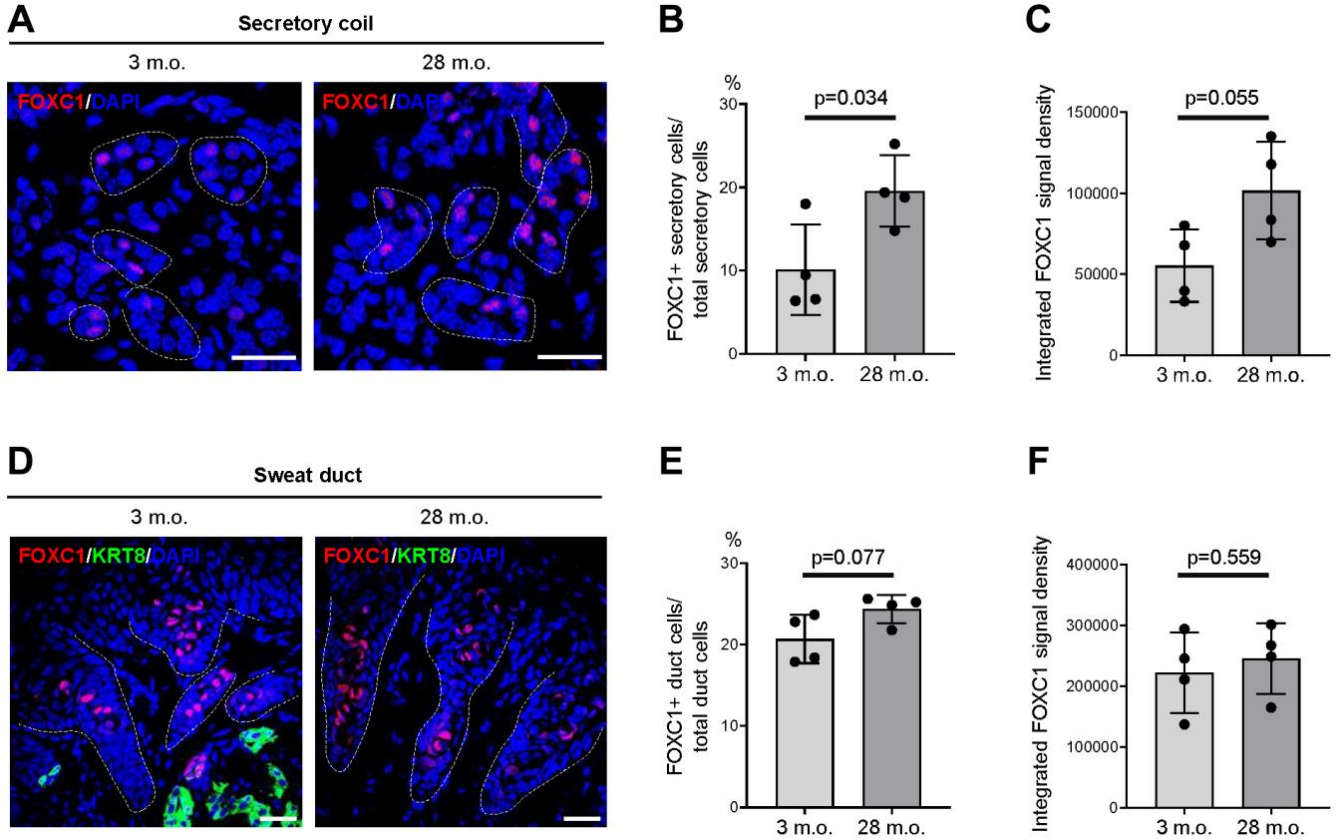
**Expression changes of FOXC1 protein in old SWGs.** (**A**–**C**) FOXC1+ secretory cells in young (3 m.o.) and old (28 m.o.) male SWGs were detected by immunofluorescence microscopy (**A**), and the numbers of FOXC1+ secretory cells (**B**), and average FOXC1 signal intensities (**C**) were calculated. (**D**–**F**) FOXC1 in the luminal cells of sweat ducts from young (3 m.o.) and old (28 m.o.) male SWGs were detected by immunofluorescence microscopy (**D**), and the numbers of FOXC1+ duct cells (**E**) and average FOXC1 signal intensities (**F**) were calculated. Scale bars, 25 μm. Data in (**B**, **C**, **E**, **F**) represent the means and S.D. from four biological replicates each for young and old; significance (^**^p < 0.01; ^***^p < 0.001) was established using Student’s *t*-test. Other data are representative of three or more biological replicates.

## DISCUSSION

The secretory function of SWGs declines with age [7, 8], but the underlying molecular mechanisms are poorly understood. In this study, we first obtained evidence that, in mouse, aging primarily reduced the number of active SWGs. We further identified mRNAs that were enriched in SWGs, including mRNAs specifically encoding secretory proteins whose expression levels changed with age. The ‘core secretory’ mRNAs altered in old SWGs encode both known and novel SWG proteins that may contribute to the age-related functional decline of SWGs, as we discuss below.

Among the mRNAs showing reduced abundance in old SWGs, *Foxa1*, *Best2*, and *Chrm3* mRNAs encode proteins that play key roles in sweat secretion. The FOXA1-BEST2 cascade is a master regulator of sweat secretion in mice [4], and their reduction in expression in old SWGs may directly contribute to the decrease of active SWGs (Figure 4C, 4D). CHRM3, but not CHRM1, mediates neuronal signaling to secretory activity in rat SWGs [17, 18], and its reduced abundance in old SWGs is likely implicated in the reduced sweat secretion of old mice. The functions of proteins encoded by other core secretory mRNAs that are less abundant with age, including SERCA3 (ATP2A3), SLC26A4 (Pendrin), and FOXI1, in SWGs remain unknown, although SERCA3 is a calcium pump involved in calcium influx from the cytoplasm into the endoplasmic reticulum (ER) [24]. Interestingly, the calcium sensor protein STIM1 regulates calcium influx from the interstitium to the ER [25], and thus SERCA3 may cooperate with STIM1 in storing calcium in the ER. Notably, intracellular calcium release from the ER upon CHRM3 activation is required for the initiation of sweat secretion [1], and IP3R2 was shown to mediate this release [26]. SERCA3, along with STIM1 and IP3R2, may regulate sweat secretion by controlling calcium flux, and its reduction in expression in old SWGs may affect secretory activities. SLC26A4 (Pendrin) is an anion channel involved in transporting chloride, bicarbonate, and iodide in the kidney and the inner ear, and its absence is responsible for hearing loss [27, 28], but its possible involvement in sweat secretion requires further study.

Among the mRNAs encoding secretory factors that showed higher abundance in old SWGs, the translation product of *Foxc1* mRNA, FOXC1, was found to regulate sweat duct differentiation, and its absence resulted in a sweat rash in mice [19]. We confirmed that FOXC1 protein is highly expressed in luminal cells of both epidermal and dermal ducts (Figure 3B), consistent with our earlier findings [19]. Surprisingly, we found that FOXC1 protein was also expressed in the nuclei of scattered secretory cells, although in much lower levels than in the luminal duct cells (Figure 3B). We further found that a significantly higher number of secretory cells express FOXC1 protein in old SWGs (Figure 5), although elucidating the function of FOXC1 in the secretory coil awaits further study. Some transcripts showing increased abundance in old SWGs, including *Gsg1l, Rhcg, Cadps2*, and *Slc5a8* mRNAs, were not previously identified in SWGs. *Gsg1l* mRNA encodes a suppressor of the glutamate receptor protein AMPAR, which mediates synaptic transmission in the brain [29]; high levels of GSG1L might similarly inhibit synaptic signals in old SWGs. RHCG, encoded by *Rhcg* mRNA, is a channel responsible for ammonia secretion in the collecting duct of the kidney [30, 31]. As sweat contains ammonia, which provides odor [32], elevated RHCG may increase odor in old mice. In sum, altered expression of novel mRNAs or proteins in old SWGs may contribute to the reduction of sweat secretion or altered sweat composition.

It is worth noting that the number of SWG-enriched, core secretory mRNAs in old SWGs was small, and their changes in abundance were also moderate. Similarly, we could not detect significant alterations in most of the encoded proteins in old SWGs. We believe the modest changes in mRNA and protein level reflect the moderate reduction (approximately 30%) of active SWGs in old mice. The altered expression levels of mRNAs and proteins in old SWGs may result from changes in cell phenotypes; for example, senescent cells, which display different gene expression programs, may accumulate with age in SWGs as indicated by the *p16* mRNA elevation in old SWGs (Figure 4D). Alternatively, they may reflect local changes in transcriptional programs (e.g., epigenetic modification of histones or DNA, altered transcription factor activity, etc.) or post-transcriptional programs directly affecting mRNAs (e.g., altered mRNA stability, localization, or translation) or modulating protein fate (e.g., altered protein stability, modification, processing, secretion, etc.) [33]. The molecular mechanisms that govern the expression levels of aging-associated mRNAs and proteins in SWGs also await further study.

In closing, we have investigated the phenotypic changes in SWGs in old mice, and have identified alterations in the expression levels of several SWG-enriched and core secretory mRNAs and proteins in this paradigm. Our study sets the stage for mechanistic studies of human SWGs, including investigating the levels of key mRNAs, the abundance of the encoded proteins, and the roles of these proteins in the impaired thermoregulation of older persons.

## MATERIALS AND METHODS

### Animal models

All mouse work was performed under an Animal Study Proposal (ASP#476-LGG-2024) approved by the Animal Care and Use Committee of the National Institute on Aging (NIA). C57BL/6JN male mice were imported from the NIA Aged Rodent Colonies (https://www.nia.nih.gov/research/dab/aged-rodent-colonies-handbook). *Eda* mutant Tabby mice (C57BL/6J *A^w-J^-Eda^Ta-6J^*/J, Strain#000338) were purchased from the Jackson Laboratory (Bar Harbor, ME), and bred in the NIA animal facility. All mice were provided with standard diet *ad libitum* and maintained under a 12-h/12-h light/dark cycle.

### Starch-iodine sweat test

The protocol of iodine-starch sweat test was reported previously [4]. Briefly, iodine/alcohol solution (1 g iodine/50 ml ethanol) was applied to the surface of a hind footpad of experimental mice. Once dry, the surface was painted with starch-oil (10 g starch/10 ml castor oil). Purple sweating spots start to form in 1–2 min and peak at around 10 min. Images were taken at 10 min with a close-up mode of a Canon PowerShot G16 camera and quantified using the ImageJ plug-in cell counter.

### Tissue collection from mice

Fore footpad skin was taken from 3 m.o. Tabby male mutant mice, as explained above (C57BL/6J *A^w-J^-Eda^Ta-6J^*/J, Strain#000338) and their wild-type (WT) littermates, as well as 3 m.o. and 28 m.o. (C57BL/6JN) male mice for histology and RNA isolation. For histological studies, tissues were embedded in a Tissue-Tek OCT compound (VWR, Cat#25608-930) on dry ice and stored in −80°C freezer or fixed in 10% formaldehyde (Ricca Chemical) for 16 h at 25°C, dehydrated, and embedded in paraffin. For RNA isolation, footpad skin was frozen on ice immediately after isolation and kept at −80°C until use.

### RNA isolation, library preparation, mRNA sequencing, and RT-qPCR analysis

Total RNA was extracted from frozen footpad skin obtained from three 3 m.o. Tabby male mice and three 3 m.o. WT male mice using Qiagen RNeasy Fibrous Tissue Mini Kit (Qiagen, Cat#74704) with DNase treatment. Briefly, tissue samples were transferred to 2.0 ml Sarstedt tubes (Sarstedt, Cat#72.694.006) containing 800 μl of RLT (RNA lysis buffer) (Qiagen, Cat#74704) plus DTT (Dithiothreitol) (Teknova, Cat#D9750) buffer from the Qiagen kit, and added 1.0-mm diameter Zirconia beads (Biospec, Cat#11079110z) to make a total volume of 1.25 ml. The tube was processed using the Precellys 24 homogenizer, followed by centrifugation at 17,000 RCF (g) for 5 min at 4°C. The resulting homogenate was evenly distributed into two 1.5-ml Eppendorf tubes for Proteinase K treatment, and subsequently used for RNA isolation. The quality and quantity of RNA were assessed using the Agilent Bioanalyzer and the RNA 6000 Nano Kit (Agilent, Cat#5067-1511).

An aliquot of RNA (125 ng) was utilized for sequencing library preparation using the Illumina TruSeq Stranded mRNA Library prep kit (Illumina, Cat# 20020594), following the manufacturer’s protocol. Briefly, mRNAs were isolated using Poly-T oligomer-containing magnetic beads, and subsequent cDNA synthesis was carried out. The cDNAs were subjected to 3’ end adenylation and adapter ligation, and were then purified using AMPure beads (Beckman, Cat#A63881). The purified cDNAs were size-selected using SPRIselect beads (Beckman, Cat#B23318), underwent PCR enrichment, and were purified once more with SPRIselect beads to generate the final libraries. The quality and quantity of the libraries were assessed using the Agilent DNA 1000 Screen Tape on the Agilent Tapestation. Finally, paired-end sequencing of the libraries was conducted using the Illumina NovaSeq 6000 sequencer. The same protocols were employed for isolating RNA and preparing cDNA libraries for four 3-m.o. and four 28-m.o. C57BL/6JN male mice. We obtained ~50 million reads from Tabby and WT footpad libraries, and ~40 million reads from young and old C57BL/6JN footpad libraries. RNA-seq data were deposited in GEO (GSE249784).

The RNA-seq reads were aligned to mouse genome NCBIM38/mm10 with spliced transcripts alignment to a reference (STAR) software v2.7.0f_0328, and subread (version 2.10.5) was used to create gene counts. Normalization of counts and differential expression analysis of genes between experimental groups were performed using the DESeq2 package (versions 1.30.1 and 1.36.0) pipeline [34].

For mRNA profiling of Tabby and WT controls, we set the criteria of absolute fold change (FC) >2.0, *p*-value < 0.01, and base mean >30, for significant change. From underrepresented mRNAs in Tabby footpads, we collected mRNAs that show FC >4.5 (WT/Ta) and designated them ‘SWG-enriched’ mRNAs. We carried out GO annotation (ShinyGO: http://bioinformatics.sdstate.edu/go/) [35] with SWG-enriched mRNAs, and further collected mRNAs encoding protein involved in secretory function. We designated them ‘core secretory’ mRNAs.

For mRNA profiling of young and old footpad skin, we set the criteria of absolute FC >1.5, *p*-value < 0.01, and base mean >50, as a significant change. We further identified SWG-enriched mRNAs and core secretory mRNAs from the significantly altered mRNA list in old footpad skin by Venn diagrams (https://bioinformatics.psb.ugent.be/webtools/Venn/).

Following RNA isolation from young and old mouse footpad skin, 500 ng of total RNA was used for reverse transcription (RT) followed by real-time quantitative PCR (qPCR) analysis. For qPCR analysis, 0.1 μl of cDNA was used with 250 nM of primers (Supplementary Table 3) and KAPA SYBR^®^ FAST qPCR Kits (KAPA Biosystems). RT-qPCR analysis was carried out on a QuantStudio 5 Real-Time PCR System (Thermo Fisher Scientific) with a cycle setup of 20 s at 95°C, followed by 40 cycles of 1 s at 95°C, and 20 s at 60°C. For the analysis, relative RNA levels were calculated after normalizing to mouse *Actb* mRNA (which encodes the housekeeping protein β-actin), using the 2^−ΔΔCt^ method.

### Histology, immunohistology, and quantification of signal intensities

For general histology, 5- to 8-μm paraffin sections were cut, deparaffinized, and stained with hematoxylin (Sigma-Aldrich, Cat#SLCL4498) and eosin (Sigma-Aldrich, Cat#SLCN7193) using the manufacturer’s standard protocol.

For immunofluorescence microscopy, 14-μm frozen sections were cut with a Leica CM3050S cryostat, attached to Silane-Prep Slides (Sigma-Aldrich, Cat#S4651-72EA), air-dried for 30 min, and stored at -20°C until use. Sections were fixed in 4% paraformaldehyde (PFA) (EMS, Cat#15710) for 6 min, rinsed in phosphate-buffered saline (PBS) (Sigma-Aldrich, Cat#P3813) containing 0.1% Triton X-100 (Sigma Aldrich, Cat#9036-19-5) for 15 min, and blocked with 10% donkey serum (DS) (Sigma-Aldrich, Cat#D9663-10 mL) in PBS + 0.1% Tween-20 (DS-PBST) (Sigma-Aldrich, Cat#P1379) for 1 h. Sections were incubated for 18 h at 4°C with primary antibodies diluted in DS-PBST (see Supplementary Table 3 for antibodies and dilutions). Sections were then rinsed with PBST and incubated with Alexa Fluor-conjugated secondary antibodies diluted in DS-PBST (see Supplementary Table 3) for 45 min at 25°C. Sections were mounted in ProLong Gold with DAPI (Invitrogen, Cat#P36935) and images taken with a Zeiss 980 LMS confocal microscope with settings of the channels of interest held constant. The z-stack function was used to create a z-stack image with slices width determined by the manufacturer’s “optimal” setting slices.

Signal quantification was performed using the ImageJ (https://imagej.net/ij/index.html) software following the method described by Shihan et al. [36] with modifications. Briefly, positive signals in the form of integrated density were measured. Maximum intensity (MAX) projections were created for each section. MAX projections for FOXC1 duct and secretory coil images were produced from 45 and 30 0.3-μm slices, respectively. Regions of interest (ROIs) for measurement were then identified by isolating, blurring, and thresholding the channel of interest. Each image set was processed with a unique constant threshold and blur setting. After creating a thresholding image, particle analysis was used to identify areas of interest. Two to four images were analyzed from each mouse for each unique image set. For FOXC1 quantification, >70 positive nuclei for ducts and >90 positive nuclei for secretory coil cells from each mouse were counted and averaged to obtain a final representative integrated density measurement. All measurements were adjusted to account for background signal by measuring the integrated density value of 6 randomly placed ROIs in control sections stained solely with secondary antibodies. ROIs used were of the approximately same size to the average positive ROIs. Representative measurements were then averaged to obtain an overall group average. Cells were counted for percentile quantification from MAX projections with the ImageJ plug-in cell counter. Statistical significance (^*^p < 0.05; ^**^p < 0.01; ^***^p < 0.001) was established using Student’s *t*-test.

## Supplementary Materials

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

## References

[1] Cui CY, Schlessinger D. Eccrine sweat gland development and sweat secretion. Exp Dermatol. 2015; 24:644–50. 10.1111/exd.1277326014472 PMC5508982

[2] Sato K, Kang WH, Saga K, Sato KT. Biology of sweat glands and their disorders. I. Normal sweat gland function. J Am Acad Dermatol. 1989; 20:537–63. 10.1016/s0190-9622(89)70063-32654204

[3] Baker LB. Physiology of sweat gland function: The roles of sweating and sweat composition in human health. Temperature (Austin). 2019; 6:211–59. 10.1080/23328940.2019.163214531608304 PMC6773238

[4] Cui CY, Childress V, Piao Y, Michel M, Johnson AA, Kunisada M, Ko MS, Kaestner KH, Marmorstein AD, Schlessinger D. Forkhead transcription factor FoxA1 regulates sweat secretion through Bestrophin 2 anion channel and Na-K-Cl cotransporter 1. Proc Natl Acad Sci U S A. 2012; 109:1199–203. 10.1073/pnas.111721310922223659 PMC3268268

[5] Li H, Chen L, Zhang M, Xie S, Cheng L. Expression and localization of Forkhead transcription factor A1 in the three-dimensional reconstructed eccrine sweat glands. Acta Histochem. 2018; 120:520–4. 10.1016/j.acthis.2018.06.00329909922

[6] Zhao J, Zhang L, Du L, Chen Z, Tang Y, Chen L, Liu X, You L, Zhang Y, Fu X, Li H. Foxa1 mediates eccrine sweat gland development through transcriptional regulation of Na-K-ATPase expression. Braz J Med Biol Res. 2022; 55:e12149. 10.1590/1414-431X2022e1214935976271 PMC9377534

[7] Coull NA, West AM, Hodder SG, Wheeler P, Havenith G. Body mapping of regional sweat distribution in young and older males. Eur J Appl Physiol. 2021; 121:109–25. 10.1007/s00421-020-04503-532990756 PMC7815578

[8] Inoue Y, Shibasaki M, Ueda H, Ishizashi H. Mechanisms underlying the age-related decrement in the human sweating response. Eur J Appl Physiol Occup Physiol. 1999; 79:121–6. 10.1007/s00421005048510029332

[9] Vicedo-Cabrera AM, Scovronick N, Sera F, Royé D, Schneider R, Tobias A, Astrom C, Guo Y, Honda Y, Hondula DM, Abrutzky R, Tong S, de Sousa Zanotti Stagliorio Coelho M, et al. The burden of heat-related mortality attributable to recent human-induced climate change. Nat Clim Chang. 2021; 11:492–500. 10.1038/s41558-021-01058-x34221128 PMC7611104

[10] Ballester J, Quijal-Zamorano M, Méndez Turrubiates RF, Pegenaute F, Herrmann FR, Robine JM, Basagaña X, Tonne C, Antó JM, Achebak H. Heat-related mortality in Europe during the summer of 2022. Nat Med. 2023; 29:1857–66. 10.1038/s41591-023-02419-z37429922 PMC10353926

[11] Ezure T, Amano S, Matsuzaki K. Aging-related shift of eccrine sweat glands toward the skin surface due to tangling and rotation of the secretory ducts revealed by digital 3D skin reconstruction. Skin Res Technol. 2021; 27:569–75. 10.1111/srt.1298533576542 PMC8359204

[12] Srivastava AK, Pispa J, Hartung AJ, Du Y, Ezer S, Jenks T, Shimada T, Pekkanen M, Mikkola ML, Ko MS, Thesleff I, Kere J, Schlessinger D. The Tabby phenotype is caused by mutation in a mouse homologue of the EDA gene that reveals novel mouse and human exons and encodes a protein (ectodysplasin-A) with collagenous domains. Proc Natl Acad Sci U S A. 1997; 94:13069–74. 10.1073/pnas.94.24.130699371801 PMC24264

[13] Cui CY, Kunisada M, Esibizione D, Douglass EG, Schlessinger D. Analysis of the temporal requirement for eda in hair and sweat gland development. J Invest Dermatol. 2009; 129:984–93. 10.1038/jid.2008.31818923450 PMC5155335

[14] Vilches JJ, Ceballos D, Verdú E, Navarro X. Changes in mouse sudomotor function and sweat gland innervation with ageing. Auton Neurosci. 2002; 95:80–7. 10.1016/s1566-0702(01)00359-911871787

[15] Kunisada M, Cui CY, Piao Y, Ko MS, Schlessinger D. Requirement for Shh and Fox family genes at different stages in sweat gland development. Hum Mol Genet. 2009; 18:1769–78. 10.1093/hmg/ddp08919270025 PMC2671986

[16] Cui CY, Sima J, Yin M, Michel M, Kunisada M, Schlessinger D. Identification of potassium and chloride channels in eccrine sweat glands. J Dermatol Sci. 2016; 81:129–31. 10.1016/j.jdermsci.2015.11.00126627722 PMC5526211

[17] Grant MP, Landis SC. Developmental expression of muscarinic cholinergic receptors and coupling to phospholipase C in rat sweat glands are independent of innervation. J Neurosci. 1991; 11:3772–82. 10.1523/JNEUROSCI.11-12-03772.19911744689 PMC6575287

[18] Grant MP, Landis SC, Siegel RE. The molecular and pharmacological properties of muscarinic cholinergic receptors expressed by rat sweat glands are unaltered by denervation. J Neurosci. 1991; 11:3763–71. 10.1523/JNEUROSCI.11-12-03763.19911744688 PMC6575272

[19] Cui CY, Ishii R, Campbell DP, Michel M, Piao Y, Kume T, Schlessinger D. Foxc1 Ablated Mice Are Anhidrotic and Recapitulate Features of Human Miliaria Sweat Retention Disorder. J Invest Dermatol. 2017; 137:38–45. 10.1016/j.jid.2016.08.01227592801 PMC5183533

[20] Liang W, Peng X, Li Q, Wang P, Lv P, Song Q, She S, Huang S, Chen K, Gong W, Yuan W, Thovarai V, Yoshimura T, et al. FAM3D is essential for colon homeostasis and host defense against inflammation associated carcinogenesis. Nat Commun. 2020; 11:5912. 10.1038/s41467-020-19691-z33219235 PMC7679402

[21] Mishra A, Liu S, Promes J, Harata M, Sivitz W, Fink B, Bhardwaj G, O'Neill BT, Kang C, Sah R, Strack S, Stephens S, King T, et al. Perilipin 2 downregulation in β cells impairs insulin secretion under nutritional stress and damages mitochondria. JCI Insight. 2021; 6:144341. 10.1172/jci.insight.14434133784258 PMC8262280

[22] Chen Y, Clarke OB, Kim J, Stowe S, Kim YK, Assur Z, Cavalier M, Godoy-Ruiz R, von Alpen DC, Manzini C, Blaner WS, Frank J, Quadro L, et al. Structure of the STRA6 receptor for retinol uptake. Science. 2016; 353:aad8266. 10.1126/science.aad826627563101 PMC5114850

[23] Kirchhoff C, Habben I, Ivell R, Krull N. A major human epididymis-specific cDNA encodes a protein with sequence homology to extracellular proteinase inhibitors. Biol Reprod. 1991; 45:350–7. 10.1095/biolreprod45.2.3501686187

[24] Anger M, Samuel JL, Marotte F, Wuytack F, Rappaport L, Lompré AM. The sarco(endo)plasmic reticulum Ca(2+)-ATPase mRNA isoform, SERCA 3, is expressed in endothelial and epithelial cells in various organs. FEBS Lett. 1993; 334:45–8. 10.1016/0014-5793(93)81677-r8224225

[25] Cui CY, Noh JH, Michel M, Gorospe M, Schlessinger D. STIM1, but not STIM2, Is the Calcium Sensor Critical for Sweat Secretion. J Invest Dermatol. 2018; 138:704–7. 10.1016/j.jid.2017.09.03829054597 PMC5828914

[26] Klar J, Hisatsune C, Baig SM, Tariq M, Johansson AC, Rasool M, Malik NA, Ameur A, Sugiura K, Feuk L, Mikoshiba K, Dahl N. Abolished InsP3R2 function inhibits sweat secretion in both humans and mice. J Clin Invest. 2014; 124:4773–80. 10.1172/JCI7072025329695 PMC4347256

[27] Albert S, Blons H, Jonard L, Feldmann D, Chauvin P, Loundon N, Sergent-Allaoui A, Houang M, Joannard A, Schmerber S, Delobel B, Leman J, Journel H, et al. SLC26A4 gene is frequently involved in nonsyndromic hearing impairment with enlarged vestibular aqueduct in Caucasian populations. Eur J Hum Genet. 2006; 14:773–9. 10.1038/sj.ejhg.520161116570074

[28] Soleimani M. The multiple roles of pendrin in the kidney. Nephrol Dial Transplant. 2015; 30:1257–66. 10.1093/ndt/gfu30725281699 PMC4513892

[29] Gu X, Mao X, Lussier MP, Hutchison MA, Zhou L, Hamra FK, Roche KW, Lu W. GSG1L suppresses AMPA receptor-mediated synaptic transmission and uniquely modulates AMPA receptor kinetics in hippocampal neurons. Nat Commun. 2016; 7:10873. 10.1038/ncomms1087326932439 PMC4778064

[30] Biver S, Belge H, Bourgeois S, Van Vooren P, Nowik M, Scohy S, Houillier P, Szpirer J, Szpirer C, Wagner CA, Devuyst O, Marini AM. A role for Rhesus factor Rhcg in renal ammonium excretion and male fertility. Nature. 2008; 456:339–43. 10.1038/nature0751819020613

[31] Lee HW, Verlander JW, Bishop JM, Igarashi P, Handlogten ME, Weiner ID. Collecting duct-specific Rh C glycoprotein deletion alters basal and acidosis-stimulated renal ammonia excretion. Am J Physiol Renal Physiol. 2009; 296:F1364–75. 10.1152/ajprenal.90667.200819321595 PMC2692449

[32] Czarnowski D, Górski J, Jóźwiuk J, Boroń-Kaczmarska A. Plasma ammonia is the principal source of ammonia in sweat. Eur J Appl Physiol Occup Physiol. 1992; 65:135–7. 10.1007/BF007050701396636

[33] López-Otín C, Blasco MA, Partridge L, Serrano M, Kroemer G. Hallmarks of aging: An expanding universe. Cell. 2023; 186:243–78. 10.1016/j.cell.2022.11.00136599349

[34] Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014; 15:550. 10.1186/s13059-014-0550-825516281 PMC4302049

[35] Ge SX, Jung D, Yao R. ShinyGO: a graphical gene-set enrichment tool for animals and plants. Bioinformatics. 2020; 36:2628–9. 10.1093/bioinformatics/btz93131882993 PMC7178415

[36] Shihan MH, Novo SG, Le Marchand SJ, Wang Y, Duncan MK. A simple method for quantitating confocal fluorescent images. Biochem Biophys Rep. 2021; 25:100916. 10.1016/j.bbrep.2021.10091633553685 PMC7856428

# Supplementary material for: Characterization of age-associated gene expression changes in mouse sweat glands
**Source:** Aging (Albany NY). 2024 Apr 17;16(8):6717–30. doi: 10.18632/aging.205776
**Supplement:** Supplementary Table 3

## SUPPLEMENTARY TABLE

**Supplementary Table 3. Primers used for RT-qPCR analysis.**

| Genes      | Primer sequence         |
|------------|-------------------------|
| mActb_F    | TTCTTTGCAGCTCCTTCGTT    |
| mActb_R    | ATGGAGGGGAATACAGCCC     |
| mFoxa1_F   | GAGGGTTTTGTCTGCATGGC    |
| mFoxa1_R   | ACTGGGGAAAATTGTGCGTG    |
| mBest2_F   | TCTCTGTCCCTTGTGTCCCTGT  |
| mBest2_R   | CACTCTGGCTGTGTAGGTGA    |
| mAtp2a3_F  | ATGACTGCAGCCGGTTTGTA    |
| mAtp2a3_R  | CTCTGGTCTCGGTGGGTCTA    |
| mChrm3_F   | GGGGAACCTTAGCCTGTGACC   |
| mChrm3_R   | CGGCTCGTTTTGTTGTTTCGT   |
| mSlc26a4_F | CTGGTCGGGCAGAACTCCG     |
| mSlc26a4_R | CGACGAGGGATGACGTTTCG    |
| mFoxi1_F   | AACAATGGCTTGGAGGGAGG    |
| mFoxi1_R   | TCACAAAAGAGGAGCGAGCA    |
| mFoxc1_F   | TCATTCTGCTTGCCCCCTCTG   |
| mFoxc1_R   | ACTTTCTGGTGTTTGGTCCGT   |
| mCdkn2a_F  | TGTTGAGGCTAGAGAGGATCTTG |
| mCdkn2a_R  | CGAATCTGCACCGTAGTTGAGC  |

How the deposited data were processed for this re-analysis (not part of the article)

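RNA was measured in the fore footpad skin of 3 WT and 3 Tabby male mice at 3 months of age, with 1 library per mouse, and the libraries were grouped by the genotype that the labels and the paper both give. The authors aligned paired-end reads of stranded libraries to mm10 with STAR v2.7.0f_0328, made gene counts with subread 2.10.5, and deposited these raw counts for each library without normalization. The counting is not stated to use strand, so values of genes that overlap on opposite strands, and of genes that share reads with near-identical copies, are uncertain. The footpads of young and old mice in the paper are another cohort, whose libraries were not analysed here; only the lists of Supplementary Table 2 were used. The sweat test, immunofluorescence and RT-qPCR were not analysed here.

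All of the 51826 gene identifiers name a gene, and 51633 of them are in GENCODE M21; the other 193 hold 0.0651% of the counts and have no gene type or coordinates. Genes were filtered with filterByExpr, normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 with robust dispersion estimates, and *p*-values were adjusted by the Benjamini-Hochberg method over 20492 genes. TMM factors lay between 0.974 and 1.04, and the common dispersion of 0.0184 is a biological coefficient of variation of 13.6%. The criteria of the paper were applied to the adjusted *p*-value: absolute fold change above 2, adjusted *p*-value under 0.01 and base mean above 30, for protein-coding genes, and a fold of WT over Tabby above 4.5 for SWG-enriched genes. The log2 fold changes use a prior count of 0.125. The depth per library is 45723954 to 55940462 counts on genes, and a gene at 0 counts in Tabby is bounded by 3 counts over the 3 libraries. Groups of 3 libraries are too small for a test of single outlying libraries, and an exact permutation test of 3 against 3 cannot give a *p*-value under 0.1.

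Gene families were compared by Fisher's exact test, and tissue marker lists were tested with camera in limma 3.58.1 on log2 CPM (prior count 2), with a preset correlation of 0.01 between genes and with fry as a check. An adjusted *p*-value of 0.05 was the limit for lists, families and overlaps. The 13 lists stand for adipocyte, endothelium, epidermis, fibroblast, hair follicle, immune cell, melanocyte, Schwann cell, sebaceous gland, sex-linked, skeletal muscle, smooth muscle, and tendon and cartilage mRNAs. They, the criteria, the tests and the alternatives other than those described as added were fixed before the data were examined, but after Supplementary Table 1 had been read, so some members of the lists were known to change. A mast cell list, a slow-twitch fibre list and a fast-twitch fibre list were added after the data had been seen, and were adjusted apart from the 13. The genes named are those that the results text of the paper or Figure 2 names for Tabby and WT, those of Figure 4C, the 5 with the largest fold change in each direction among the called genes whose groups do not overlap, and members of the lists; their values in Supplementary Table 1 had been seen.

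The alternatives were DESeq2 1.42.0, its size factors within edgeR, no low-count filter, non-robust fits, limma-voom, a test of each fold against the threshold (glmTreat), unadjusted *p*-values, other base mean minimums, all gene types, other fold thresholds, library sizes without the 50 most abundant genes, a covariate for the mean level of the skeletal muscle list, the replicate number as a block, and each library left out in turn. A correction for GC content and gene length, thinning of every library to the smallest total, and narrower gene families were added after the data had been seen. DESeq2 run on the deposited counts gave log2 fold changes within 5.69e-06 of those in Supplementary Table 1 for all 437 genes listed there. The comparison of genotypes by edgeR, DESeq2 and limma-voom and the camera test of lists were tested on simulated data, made from the means and library sizes of the 6 libraries with 200 of 20492 genes changed. In the simulated comparison of 3 Tabby with 3 WT libraries, edgeR recovered 198 of the 200 genes with 3 false calls, DESeq2 198 with 5, and limma-voom 197 with 4. With 10 simulated lists changed and 40 unchanged, all 10 were recovered and none of the 40 was called. This result covers the simulated lists only and gives no rate of false calls for the real lists. In camera, real libraries split into 3 and 3 across genotypes passed from 1 to 7 lists, against 5 for the split by genotype. Such mixed splits keep part of the genotype difference, so they give no rate of false calls either.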

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

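The tests of the skeletal muscle list and of the tendon and cartilage list against other splits of the libraries, a loss of SWG RNA and the tissue in the dissections, the test of fibre types, and the test of the lower genes that overlap no lower protein-coding gene were chosen only after the results were seen.

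The first result lies in genes that the text of the paper does not discuss. The 20 mRNAs of the skeletal muscle list, of which 5 are in Supplementary Table 1, were all higher in Tabby, with a median log2 fold change of 0.90 and a range from 0.56 to 1.10 (camera adjusted *p* = 4.07e-21; fry adjusted *p* = 0.0582). The abundant *Acta1* and *Myh1* mRNAs rose from 66260 to 142400 and from 139200 to 253000 normalized counts. The list took 1.38%, 1.31% and 1.17% of all counts in WT libraries 1, 2 and 3 and 2.53%, 1.77% and 2.65% in Tabby libraries 1, 2 and 3. The median ranged from 0.80 to 1.03 with each library left out in turn. A loss of SWG RNA from the library total would raise the mRNAs of the remaining tissues alike. Against this, the largest median among the epidermis, fibroblast and endothelium lists was 0.39, that of the fibroblast list, below the lowest muscle mRNA at 0.56, and the endothelium list fell by a median of 0.31. The first comparison rests on Tabby library 1, since without it the fibroblast median was 0.57 and the lowest muscle mRNA 0.48, whereas the endothelium median stayed between -0.45 and -0.26 with any library left out. Of the 10 ways to split the 6 libraries into 3 and 3, only the split by genotype (1 of 10) gave so large a median; a share under 0.1 is not possible, so this count alone cannot exclude chance. More skeletal muscle in the Tabby dissections would raise the abundant muscle mRNAs together, but that 20 of 20 rose is the result that raised this explanation and no test of it, so it stays open. A different makeup of the muscle was also looked for. The slow-twitch fibre list rose by a median of 1.36 (7 of 8 mRNAs higher, 5 of the 8 in Supplementary Table 1, camera adjusted *p* = 9.87e-07, fry adjusted *p* = 0.0181) and the fast-twitch fibre list by 0.89 (8 of 8 higher, all 8 also in the skeletal muscle list and 1 in Supplementary Table 1, camera adjusted *p* = 6.15e-10, fry adjusted *p* = 0.0181). The mean log2 ratio of slow to fast mRNAs was -5.44 ± 0.14 in WT and -5.12 ± 0.36 in Tabby (SD, n = 3 per genotype), a difference of 0.33 that is within the spread of the Tabby libraries, so more of the same muscle and a changed makeup cannot be told apart. A biological difference in muscle between the genotypes stays open and was not tested, because the dissections and the genotypes coincide.

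The second result also lies outside the mRNAs that the text of the paper discusses. In the tendon and cartilage list, 11 of 12 mRNAs were higher in Tabby, with a median log2 fold change of 1.14 (camera adjusted *p* = 3.4e-05; fry adjusted *p* = 0.105). The exception, *Col11a2* mRNA, fell by 0.99 on the log2 scale, and 5 of the 12 are in Supplementary Table 1. The most abundant in both genotypes, *Prg4* and *Fmod* mRNAs, rose from 1112 to 6194 and from 1162 to 2845 normalized counts, with edgeR adjusted *p*-values of 0.19 and 0.105. The median ranged from 0.88 without WT library 2 to 1.43 without Tabby library 2. The list took 0.00990%, 0.00790% and 0.0111% of counts in WT libraries 1, 2 and 3 and 0.0258%, 0.0166% and 0.0493% in Tabby libraries 1, 2 and 3. A loss of SWG RNA would raise the epidermis mRNAs as much, and their median was 0.095, with the highest at 0.32, which argues against it as the whole cause. Only the split by genotype (1 of 10) gave a median as large, and this count alone cannot exclude chance either. More deep tissue in the Tabby dissections would raise the whole list, and 11 mRNAs rose while 1 fell; the dissections coincide with the genotypes, so this and a change of these tissues in Tabby mice cannot be told apart.

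The third result lies in genes that the paper left out, since its tables hold protein-coding genes. Of 3525 genes of other types tested with a base mean above 30, 43 were lower and 11 higher in Tabby by the criteria used for mRNAs, and 25 of the 43 passed the fold of 4.5. The 43 lower genes included 15 antisense genes and 11 lincRNA genes. Chosen after its values were seen, *BC006965* fell from 4120 to 9.99 normalized counts and *H19* rose from 5306 to 10800. Reads of protein-coding genes counted on overlapping genes are a candidate explanation for part of them. Of the 43 lower genes, 24 (55.8%) overlap a protein-coding gene that was lower in Tabby on either strand, against 26 of the 3482 others (0.747%; Fisher's exact test, two-sided, *p* = 4.21e-36), although genes that lie together can also be transcribed together. Of the other 19, 13 overlap no protein-coding gene, which argues against overlap as the cause for these 13. The remaining 6 overlap protein-coding genes that were not called lower. For *Gm26762* and *Gm15743*, the overlapping *Gpi1* and *Bdh1* mRNAs still fell by 0.95 and 0.72 on the log2 scale (edgeR adjusted *p* = 0.000132 and 0.000797), so overlap stays open. *4732419C18Rik*, *Gm36840* and *1500002F19Rik* fell by 1.87, 1.74 and 1.2 on that scale. The mRNAs that overlap them had log2 fold changes from -0.23 to 0.15 (edgeR adjusted *p* of 0.216 or more), which argues against overlap as the whole cause there. *Krt8-ps* overlaps only *Nlrp4e*, which was not tested, so overlap stays open for it. For the pseudogenes among the 19, reads shared with the parent gene were not tested. Only the split by genotype (1 of 10) gave as many lower genes; this count alone cannot exclude chance, which for each of the 43 genes is limited by its own adjusted *p*-value under 0.01. Transcription of the 13 genes in SWGs is a hypothesis that was not tested.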

How the results depend on the processing

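The correction for GC content and gene length, the thinning of libraries and the narrower gene families were chosen only after the data had been seen.

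The numbers of mRNAs stayed within 1.5 times of 336 lower, 40 higher, 164 SWG-enriched and 47 core secretory mRNAs with the size factors of DESeq2, no low-count filter, non-robust fits, limma-voom, library sizes without the 50 most abundant genes, another base mean minimum, and, where they apply, all gene types and the fold of *Eda* as the threshold. With no low-count filter, 326 of the 336 lower mRNAs and 35 of the 40 higher mRNAs were called again. The median log2 fold change over all genes was 0.01 with each of the 3 scalings. DESeq2 gave 361 lower and 72 higher mRNAs. Its size factors within edgeR gave 336 and 42, which argues against the scaling as the main cause. The 32 higher mRNAs that DESeq2 called and edgeR did not had nearly the same log2 fold changes in both tools, such as 2.64 for *Chad* mRNA. They differed in the adjusted *p*-value, for *Chad* mRNA 0.0302 in edgeR and 1.3e-05 in DESeq2. Which part of the DESeq2 test accounts for this was not tested. Unadjusted *p*-values gave 81 higher mRNAs, by construction of a looser limit. A fold of 10 left 85 SWG-enriched mRNAs, and testing each fold against its threshold (glmTreat) left 193 lower, 1 higher, 79 SWG-enriched and 30 core secretory mRNAs, both by construction stricter. With the covariate for skeletal muscle mRNAs, 58 lower, 0 higher, 50 SWG-enriched and 23 core secretory mRNAs were left in edgeR, and *Eda* mRNA had a log2 fold change of -3.50 (adjusted *p* = 0.0842, against a range from 4.64e-10 to 0.00469 in its other settings). At an unadjusted *p*-value under 0.05 that model had 75 higher and 518 lower mRNAs; it was not run in another tool. The covariate lay from -0.58 to -0.36 in WT and from 0.08 to 0.65 in Tabby, so it takes up part of the difference between genotypes. Under it, 44 of 73 named mRNAs were no longer called.

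With each library left out in turn, which leaves 2 in that group, the number of lower mRNAs ranged from 279 without WT library 3 to 339 without Tabby library 1, and the number of higher mRNAs from 15 without Tabby library 3 to 146 without Tabby library 2, with 18 without WT library 3 and 27 without Tabby library 1. SWG-enriched mRNAs ranged from 146 to 167 and core secretory mRNAs from 43 to 47. *Eda* mRNA ranged from -2.57 to -1.93. From 5 to 7 of the 13 lists passed in camera. With all libraries, fry passed 0 of them (4 at an unadjusted *p*-value under 0.05) where camera passed 5, and with each library left out it passed only the skeletal muscle list without Tabby library 2 (fry adjusted *p* = 0.0187). The number of passing families was 6 in all 3 alternatives, and the odds ratio of age-altered mRNAs lay between 4.07 and 4.24. Agouti mRNA ranged from -0.30 to 0.090, the latter, with a reversed sign, without Tabby library 1. Over the 438 values of 73 named mRNAs, 425 kept their direction and call, 12 lost the call and 1, *Runx2* without Tabby library 1, gained it. The losses were of *Cadps2*, *Pirt*, *Gm590* and *Ccl22* mRNAs; that of *Pirt* mRNA was without WT library 1 (adjusted *p* = 0.0153) and WT library 2 (0.0156), with 4.73e-07 to 0.668 over all settings. Outside those fits, the covariate and the replicate block, *Chrm3* (0.0105) and *Slc5a8* (0.0141) mRNAs lost the call with no low-count filter and *Gm590* mRNA with limma-voom (0.0107), while *Runx2* mRNA gained it with DESeq2 and with no low-count filter; *Slc5a8* mRNA ranged from 1.54e-06 to 0.518 over all settings. The adipocyte median, 0.0042 with all libraries, ranged from -0.16 to 0.096 and was below 0 without WT library 2 (-0.017) and without Tabby library 2 (-0.16). The melanocyte median ranged from -0.38 to 0.060 and was above 0 only without WT library 3. The mast cell median, of a list written after the data had been seen, ranged from -0.40 to 0.11; it was above 0 without Tabby library 1, and the list passed only without Tabby library 3 (camera adjusted *p* = 0.0247). The causes were not tested beyond the smaller number of libraries.

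Libraries with the same replicate number did not deviate together (correlations of 0.179, 0.0583 and 0.0634), so the numbers were not taken as pairs. With the replicate number as a block, 335 lower, 34 higher, 161 SWG-enriched and 46 core secretory mRNAs were called, *Eda* mRNA was at -2.24 and agouti at -0.17, and 5 lists passed; *Cadps2* (adjusted *p* = 0.0175) and *Ccl22* (0.0115) mRNAs were not called and *Runx2* (0.00257) was.

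Lower depth of the Tabby libraries does not account for the lower mRNAs, since 334 were called after every library was thinned to the smallest total. GC content or gene length bias is also argued against, with 329 lower mRNAs after the correction. Of the 10 splits into 3 and 3 libraries, only the real one (1 of 10) gave as many lower, higher, SWG-enriched or core secretory mRNAs; a share under 0.1 is not possible, so this count alone cannot exclude chance, which for each called mRNA is limited by its own adjusted *p*-value. For the number of passing lists, 4 of 10 splits gave as many, so chance cannot be excluded. Depth limits the genes at 0 to 3 counts in Tabby, whose folds are bounds or wide intervals. Whether depth also limits the scarce mRNAs whose calls changed above was not tested.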

Differences from the paper's values

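The paper's number of mRNAs more abundant in Tabby is 72, and the number here is 40, all of which are among the 72. Of the alternatives set before the data were examined, DESeq2 (72), unadjusted *p*-values (81), no low-count filter (51) and all gene types (51) came within 1.5 times of the paper's number. The 11 genes that all gene types add are not protein-coding, so that setting called the same 40 of the 72 and none of the other 32. The others did not: the size factors of DESeq2 (42), non-robust fits (46), library sizes without the 50 most abundant genes (40), the covariate for skeletal muscle mRNAs (0 in edgeR, 75 at an unadjusted *p*-value under 0.05), no base mean minimum (40), a base mean minimum of 50 (38), a test of each fold against the threshold (1), limma-voom (36), the replicate block (34) and each library left out in turn (15 to 146). The paper's methods name DESeq2.

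The paper's log2 fold change of *Atp6v1b1* mRNA in Supplementary Table 1 is -14.85, and the value here is -14.52, from 1 count in the 3 Tabby libraries. DESeq2 gave -14.85. The other alternatives for this mRNA did not come within the SE of 0.224 of the paper's value. They lay from -16.46 without Tabby library 3 to -13.83 with the covariate for skeletal muscle mRNAs. All these values, the paper's included, lie inside the 95% Poisson interval of the ratio of means, from 5710 to 1256600. The difference from the paper is therefore within the counting error.

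Figure 4C names *Runx2* mRNA among the SWG-enriched mRNAs. Here *Runx2* mRNA was not called, with a log2 fold change of -2.20 and an edgeR adjusted *p*-value of 0.0214. It was called by DESeq2 (adjusted *p* = 0.000144), with no low-count filter (0.00663), without Tabby library 1 (0.00108), with the replicate block (0.00257) and at its unadjusted *p*-value of 0.00107, and not in the other settings in which it was tested, where the adjusted *p*-value reached 0.544.

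Of the paper's 365 lower, 72 higher and 171 SWG-enriched mRNAs, 32, 32 and 9 were not called here. DESeq2 called 360, 72 and 166 of them, unadjusted *p*-values 359, 70 and 166, and no low-count filter 343, 48 and 158. The size factors of DESeq2 called 335, 42 and 163, non-robust fits 332, 46 and 164, and no base mean minimum 336, 40 and 165. Thinning, which was chosen after seeing the values, called 332, 41 and 162. In Supplementary Table 1, 5 of the 365 and 5 of the 171 have a base mean under 30. The SWG-enriched mRNAs called here and not in the paper are *Dnajc6* and *4930469K13Rik*, chosen after their values were seen.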

Other observations

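The tests of carry-over between libraries, of the lowest mRNA of the hair follicle list and of the share of SWG tissue in old mice were chosen only after the results were seen, and the mast cell list was written after the data had been seen.

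Of the 13 lists, with all libraries, camera passed 5 and fry none (4 at an unadjusted *p*-value under 0.05). Besides skeletal muscle and tendon and cartilage, these were smooth muscle (median log2 fold change -1.07, 7 of 9 mRNAs lower, camera adjusted *p* = 3.4e-05, fry adjusted *p* = 0.0582), Schwann cell (0.43, 7 of 10 higher, 0.00916 and 0.147) and endothelium (-0.31, 6 of 6 lower, 0.0172 and 0.177). In the smooth muscle list, 5 of 9 mRNAs are in Supplementary Table 1, with *Acta2* mRNA the most abundant (11750 normalized counts in WT and 4793 in Tabby). The 2 higher mRNAs, *Smtn* and *Synpo2*, rose by 0.29 and 0.71 on the log2 scale. Whole skin does not show which cells lost the other 7. The paper places myoepithelial cells around the secretory coil, which Tabby mice lack, so a loss of smooth muscle cannot be concluded from this list. The endothelium list did not pass without WT library 3 (median -0.26, camera adjusted *p* = 0.0663). Of the 8 lists that did not pass, the hair follicle, sebaceous gland and melanocyte lists are given below, and the other 5 were immune cell (median 0.19, camera adjusted *p* = 0.0754), fibroblast (0.39, 0.372), adipocyte (0.0042, 0.403, with a mean of -0.0092 and camera direction up), epidermis (0.095, 0.459) and sex-linked (-0.092, 0.464). The fibroblast and immune cell lists passed without WT library 3 (adjusted *p* = 0.037 for both) and without Tabby library 1 (0.0362 and 0.012).

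Hair follicles or sebaceous glands lost from the sampled skin were weighed as sources of the mRNAs lower in Tabby. Of the 16 mRNAs of the hair follicle list, 6 had enough counts to be tested, with a median log2 fold change of 0.30 (4 of 6 higher, camera adjusted *p* = 0.391). The lowest and most abundant of them, *Tchh* mRNA, had 316 normalized counts in WT and 276 in Tabby, a log2 fold change of -0.19. No member was below -0.34 with any library left out, whereas each lower mRNA fell by more than 1. This argues against a loss of the follicle cells that make the tested mRNAs as the whole cause. As the other members had under 100 normalized counts in WT, a smaller loss stays open, and so does a loss of follicles or follicle cells that make little of these mRNAs. The sebaceous gland list had a median of -0.17 and a mean of -1.09 (7 of 11 lower, camera adjusted *p* = 0.0652), and it passed without WT library 2 (median -0.28, adjusted *p* = 0.00258). Its most abundant members, *Acsbg1* and *Scd1* mRNAs, had 24360 and 9951 normalized counts in WT and 26760 and 7634 in Tabby, while *Elovl3* mRNA, which is in Supplementary Table 1, fell by 6.76 and *Awat1* mRNA fell by 3.96 on the log2 scale. Members that go both ways leave a loss of sebaceous glands open.

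*Kit*, *S100b* and *Sox10* mRNAs are also made by cells other than those of SWGs. *Kit* mRNA fell by 5.47 on the log2 scale, while the melanocyte list had a median of -0.15 (5 of 6 lower, camera adjusted *p* = 0.391) and the mast cell list a median of -0.17 (5 of 7 lower, 0.322), so fewer melanocytes or mast cells are argued against as the whole cause. The melanocyte median reversed without WT library 3 (0.060) and the mast cell median without Tabby library 1 (0.11, 5 of 7 higher), while without Tabby library 3 the mast cell list passed as lower (median -0.40, 7 of 7 lower, camera adjusted *p* = 0.0247), so some loss of mast cells stays open; none of these medians is near the change in *Kit* mRNA. *S100b* mRNA fell by 3.48 and *Sox10* mRNA by 2.32, while the Schwann cell list rose by a median of 0.43, which argues against fewer Schwann cells. That these mRNAs are made in SWG cells is a hypothesis that these libraries do not test, since they hold whole skin.

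Most SWG-enriched mRNAs were still counted in Tabby libraries, 79 of 164 at 10% or more of the WT level. WT RNA or reads carried into the Tabby libraries would leave every abundant mRNA at the same share or more. *Atp6v1b1* mRNA, with 11330 normalized counts in WT, was at 0.00285% of its WT level, and *Foxi1* and *Tmem213* mRNAs were at 0 counts, which argues against carry-over as the source of the counts. Expression in other cells of the footpad is a hypothesis that was not tested.

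Because the paper calls the WT mice littermates and the labels give C57BL/6J, which is nonagouti, the mRNA of the agouti gene (*a*) was compared as a check of the origin of the WT mice. It had 325 ± 6.86 normalized counts in WT and 296 ± 87.2 in Tabby (SD, n = 3 per genotype), a log2 fold change of -0.13 (edgeR adjusted *p* = 0.789), and the two-sided exact permutation test gave *p* = 1, where 0.1 is the smallest possible. Without Tabby library 1 the log2 fold change was 0.090. A like level had been named in advance as the outcome against WT mice from another stock, but what the nonagouti allele does to this mRNA in footpads was not measured here, so the origins cannot be told apart.

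The SWG-enriched mRNAs called here were compared with the paper's list of mRNAs altered with age, which comes from other mice. Of 145 SWG-enriched genes with a base mean above 50, 24 (16.6%) are in Supplementary Table 2, against 4.65% of the other genes (Fisher's exact test, two-sided, odds ratio 4.07, adjusted *p* = 2.68e-07). Of the 24, 12 were lower in old mice (odds ratio 4.78, adjusted *p* = 3.43e-05) and 12 higher (3.13, adjusted *p* = 0.000927). A lower share of SWG tissue in old footpads would lower nearly all of them, so the 12 higher mRNAs argue against it as the whole cause. Genes are not independent in these tests. Well-expressed mRNAs could be more often in both lists, which was not tested or corrected for beyond the base mean minimum.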
